# The mevalonate pathway contributes to breast primary tumorigenesis and lung metastasis

**DOI:** 10.1002/1878-0261.13716

**Published:** 2024-08-09

**Authors:** Javier Conde, Isabel Fernández‐Pisonero, L. Francisco Lorenzo‐Martín, Rocío García‐Gómez, Berta Casar, Piero Crespo, Xosé R. Bustelo

**Keywords:** cholesterol, guanosine nucleotide exchange factors, oncogenic signaling, RAC1, RHO GTPases, sterol regulatory element‐binding protein

## Abstract

The mevalonate pathway plays an important role in breast cancer and other tumor types. However, many issues remain obscure as yet regarding its mechanism of regulation and action. In the present study, we report that the expression of mevalonate pathway enzymes is mediated by the RHO guanosine nucleotide exchange factors VAV2 and VAV3 in a RAC1‐ and sterol regulatory element‐binding factor (SREBF)‐dependent manner in breast cancer cells. Furthermore, *in vivo* tumorigenesis experiments indicated that the two most upstream steps of this metabolic pathway [3‐hydroxy‐3‐methylglutaryl‐coenzyme A synthase 1 (HMGCS1) and 3‐hydroxy‐3‐methylglutaryl‐coenzyme A reductase (HMGCR)] are important for primary tumorigenesis, angiogenesis, and cell survival in breast cancer cells. HMGCR, but not HMGCS1, is also important for the extravasation and subsequent fitness of breast cancer cells in the lung parenchyma. Genome‐wide expression analyses revealed that HMGCR influences the expression of gene signatures linked to proliferation, metabolism, and immune responses. The HMGCR‐regulated gene signature predicts long‐term tumor recurrence but not metastasis in cohorts of nonsegregated and chemotherapy‐resistant breast cancer patients. These results reveal a hitherto unknown, VAV‐catalysis‐dependent mechanism involved in the regulation of the mevalonate pathway in breast cancer cells. They also identify specific mevalonate‐pathway‐dependent processes that contribute to the malignant features of breast cancer cells.

**Abbreviations**
a.u.: arbitrary units
ABC: ATP‐binding cassette
AMPK: 5′ AMP‐activated protein kinase
DMEM: Dulbecco's modified Eagle medium
GDP: guanosine diphosphate
GEF: guanosine nucleotide exchange factor
GSEA: gene set expression analyses
GTP: guanosine triphosphate
HIF1α: hypoxia‐inducible factor 1α
HMGCR: 3‐hydroxy‐3‐methylglutaryl‐coenzyme A reductase
HMGCS1: 3‐hydroxy‐3‐methylglutaryl‐coenzyme A synthase 1
MEK: mitogen‐activated protein kinase
mTORC1: mammalian target of rapamycin complex 1
MTT: 3‐(4,5‐dimethylthiazol‐2‐yl)‐2,5‐diphenyl‐2H‐tetrazolium bromide
p140^CAS^
: p130 Crk‐associated substrate‐associated protein of 140 kDa
PAK: p21‐activated kinases
PI3K: phosphatidyl inositol 3‐kinase
qRT–PCR: quantitative reverse transcription polymerase chain reaction
SEM: standard error of the mean
SREBF: sterol regulatory element‐binding factor

## 1 Introduction

Metabolic rewiring is required to provide a supply of both energy and biosynthetic products to maintain the aberrant proliferative and metabolic demands of cancer cells. In addition, it can facilitate the modulation of specific signaling pathways and genetic programs [1, 2]. This reprogramming can result from direct genetic alterations (mutations, copy number changes) in metabolic genes and/or from the emergence of mutations in signaling proteins and transcription factors that regulate the expression and/or activity of enzymes involved in the main metabolic routes [2]. One of the metabolic routes that is found consistently upregulated in cancer cells is the mevalonate pathway, which favors the biosynthesis of sterols, isoprenoids, and cholesterol in cancer cells [3, 4]. In the last decade, this metabolic route has gained much attention for its contribution to cell transformation and tumorigenesis in several types of cancer, including breast cancer [3, 5]. Consistent with this, ectopic expression of specific enzymes of this route increases colony formation in breast cancer cells [6]. Likewise, it has been reported that both cholesterol and 27‐hydroxycholesterol promote breast tumorigenesis in preclinical models by promoting angiogenesis and an immunosuppressive microenvironment [7, 8]. The analysis of patient data revealed that high levels of expression of HMGCR, the rate‐limiting enzyme of the mevalonate pathway [3, 5], are associated with increased proliferation of breast tumors [9]. These observations led to test the relevance of HMGCR inhibitors (i.e., statins) as antiproliferative drugs for treating breast cancer. However, it is worth noting that the studies addressing the effects of both statins and cholesterol levels have yielded rather contradictory results up to now in this tumor type in the clinical setting [5, 10, 11, 12].

The expression of mevalonate pathway‐related genes can be promoted in cancer cells via the stimulation of the phosphatidyl inositol 3‐kinase α (PI3K)–AKT–mammalian target of rapamycin complex 1 (mTORC1) pathway, TP53 and TP53 mutants, retinoblastoma, MYC, and E2F family proteins [3, 4]. An essential hub of this framework is the family of SREBFs, a group of transcription factors that promote the transcription of all mevalonate pathway‐related genes either *per se* or in cooperation with other transcription factors such as MYC and mutant versions of TP53 [4, 13]. The activity of the mevalonate pathway can be further enhanced via the supply of key metabolic components from other metabolic pathways, such as glycolysis, oxidative phosphorylation, and glutamine or acetate catabolic consumption [3, 4].

The VAV family comprises three RHO guanosine nucleotide exchange factors (GEFs) that catalyze the transition of RAC1 and to a lesser extent other RHO GTPases from the inactive (GDP‐bound) to the active (GTP‐bound) state [14, 15]. In addition to this main biochemical function, VAV proteins can also play noncatalytic, adaptor‐like functions in cells [14, 15, 16, 17]. In mammals, the VAV family is composed of three members: VAV1, VAV2, and VAV3 [14, 15]. VAV1 is predominantly expressed in hematopoietic cells, whereas VAV2 and VAV3 exhibit more ubiquitous expression patterns [18, 19, 20, 21]. In addition to playing critical roles in the hematopoietic, nervous, and cardiovascular systems [14, 15, 16, 17, 22], these proteins have either protumorigenic (catalysis‐dependent) or tumor suppressor (catalysis‐independent) properties in a variety of cancer cell types [14, 15, 16, 17]. In particular, VAV1 has been shown to have tumor suppressor functions in TLX^+^ T cell receptor‐negative T cell acute lymphoblastic leukemia and both protumorigenic and tumor suppressor roles in peripheral T cell lymphoma [16, 23]. These activities can be deregulated by mutations and/or the spurious alteration of upstream regulators [16, 23]. However, to date, the role of VAV2 and VAV3 in tumors has been limited to the deregulation of endogenous wild‐type proteins [24, 25, 26]. This is the case for breast cancer, where the endogenous wild‐type versions of VAV2 and VAV3 regulate signaling and transcriptional programs that favor primary tumorigenesis and several lung metastasis dissemination stages, such as intravasation, extravasation, and fitness in the lung parenchyma after the extravasation step [27, 28]. Several distal elements of these protumorigenic and metastatic programs have been identified [27, 28].

To further dissect these programs, we performed further *in silico* analyses of the previously described VAV‐dependent transcriptome of the breast cancer cell line 4T1 [27, 28] to identify additional proteins and biological programs that could be associated with the proliferative and malignant properties of breast cancer cells. The 4T1 cell line [29] is one of the most widely used breast cancer models for several reasons: (a) it has molecular features similar to those of triple‐negative breast cancer models (estrogen receptor‐negative, progesterone receptor‐negative, epidermal growth factor receptor 2‐negative); (b) it allows the use of immunocompetent recipient mice to assess *in vivo* tumorigenic and metastatic properties using syngeneic models; (c) it has nonmetastatic counterparts to facilitate comparative studies; and (d) it has been recently comprehensively characterized at the genomic level [29, 30]. Our bioinformatic analyses revealed that the expression of the enzymes in the entire mevalonate pathway is VAV‐dependent in 4T1 cells. In this work, we provide wet‐lab data supporting the VAV‐, RAC1‐, and SREBF‐dependent regulation of the mevalonate pathway in 4T1 cells. Moreover, we demonstrate that two key regulatory components of this pathway, HMGCS1 and the rate‐limiting enzyme HMGCR, play specific roles in primary tumorigenesis and lung metastasis.

## 2 Materials and methods

### 2.1 Ethics statement

All animal experiments carried out in this study were performed in accordance with the study protocol approved by the Bioethics Committee of Salamanca University and the animal experimentation authorities of the autonomous government of Castilla y León (Spain) (animal license numbers #315 and #568). Mice were kept in ventilated rooms in pathogen‐free facilities under controlled temperature (23 °C), humidity (50%), and illumination (12 h light/12 h dark cycle) conditions. After weaning, mice were fed a standard chow global diet #2918 (6.2% fat, 3.1 kcal·g^−1^; Harlan Laboratories, Indianapolis, IN, USA). Animals were treated humanely in accordance with standards described in the Guide for the Care and Use of Laboratory Animals, considering relevant national and European guidelines. The part of our study involving animal work is reported in accordance with the ARRIVE guidelines. No human samples were used in this study.

### 2.2 Cell culture

All cells used in this study were incubated at 37 °C with 5% CO_2_. 4T1 cells (RRID: CVCL_0125) (CRL–2539™; ATCC, Manassas, VA, USA) [29] and their derivatives (KD_2_, KD_3_, KD_2/3_, KD_2/3_ + V2 + V3; KD_2/3_ + RAC1^F28L^) were cultured in Roswell Park Memorial Institute (RPMI) media (Cat. No. R8758; Sigma‐Aldrich, Saint Louis, MO, USA) supplemented with 10% fetal bovine serum (Cat. No. 10500064; ThermoFisher Scientific, Waltham, MA, USA) and penicillin (100 U·mL^−1^)‐streptomycin (100 μg·mL^−1^) (Cat. No. 15140‐122; Thermo Fisher Scientific). The nonmetastatic 67NR (RRID: CVCL_0125), 4OT7 (RRID: CVCL_B383), and 168FARN (RRID: CVCL_0I86) cell lines were kindly provided by F. Miller (Wayne State University School of Medicine, Detroit, MI, USA) [29] and maintained in culture as described above. The Lenti‐X 293T lentiviral packaging cell line (RRID: CVCL_4401) (Cat. No. 632180; Clontech, Mountain View, CA, USA) was cultured in Dulbecco's modified Eagle medium (DMEM) (Cat. No. D0819; Sigma‐Aldrich) supplemented with 10% tetracycline‐free fetal calf serum, penicillin (100 U·mL^−1^)‐streptomycin (100 μg·mL^−1^). Cell lines were authenticated before performing the study at the Salamanca University Clinical Hospital using the short tandem repeat‐based method. Mycoplasma‐free status of cell lines was confirmed at our own lab using the HEK‐Blue Selection kit (Cat. No. hb‐sel; InvivoGen, San Diego, CA, USA). When required, cells were stimulated with insulin growth factor 1 for the indicated periods of time. To this end, 4T1 cells were maintained in overnight serum‐starved conditions and, subsequently, stimulated with 50 ng·mL^−1^ of insulin growth factor 1 (Cat. No. 100‐11; Peprotech, Cranbury, NJ, USA) for the indicated periods of time. Cells were then washed three times with ice‐cold phosphate‐buffered saline solution and lysed as indicated below (see Section 2.13).

### 2.3 Microbe strains

The *Escherichia coli* DH5α strain was used for cloning and plasmid generation.

### 2.4 Plasmid construction

The lentiviral vectors encoding HA‐tagged wild‐type VAV2 (pCCM33), MYC‐tagged wild‐type VAV3 (pCCM31), and HA‐tagged RAC1^F28L^ (pMMM1) have been described previously [27]. In addition to exhibiting antibiotic resistance, the pCCM31 plasmid bicistronically encodes a green fluorescent protein. Mammalian expression vectors encoding mutant versions of GFP‐tagged RAC1 (Q61L) (pNM42), RHOA (Q63L) (pNM041), RHOG (Q61L) (pVOS17), or CDC42 (Q61L) (pNM040) have been described previously [31, 32, 33, 34]. Plasmids encoding untagged wild‐type RAC1 (pCEFL‐AU5‐RAC^WT^), RAC1^Q61L^ (pCEFL‐AU5‐RAC)1(QL), RAC1^G15A^ (pJCA04), and RAC1^T17N^ (pACC12) have been described elsewhere [31, 32, 33, 34, 35]. The pRL‐SV40 vector (encoding the *Renilla* luciferase) was obtained from Promega (Madison, WI, USA; Cat. No. E2231). The pSynSRE‐T‐Luc vector (reporter plasmid encoding luciferase under the control of the *Hmgcs1* promoter) was obtained from Addgene (Watertown, MA, USA; Cat. No. 60444). To generate the lentivirus encoding HMGCR (pLVX‐Hmgcr), we used the GeneArt Gene Synthesis service (Thermo Fisher Scientific). Briefly, the full‐length sequence of mouse HMGCR obtained from synthetic oligonucleotides and/or PCR products was inserted into the pLVX‐IRES‐Hyg vector (Cat. No 632185; Clontech) using *NotI* and *SpeI* cloning sites. All vectors were verified by DNA sequencing at the CIC Genomics Facility.

### 2.5 Lentiviral particle production

We transfected Lenti‐X 293T cells with the indicated lentiviral vectors using the Lenti‐X HT packaging mix (Cat. No. 631248; Clontech). Viral particles were collected 48 h after the transfection step and concentrated using a Lenti‐X Concentrator Kit (Cat. No. 631232; Clontech). Viral titers were quantified using the Lenti‐X qRT–PCR Titration Kit following the manufacturer's instructions (Cat. No. 631235; Clontech).

### 2.6 Generation of knockdown cell lines

4T1 cells with depleted *Vav2* (KD_2_), *Vav3* (KD_3_), or *Vav2* plus *Vav3* (KD_2/3_) transcripts were generated, validated, and characterized in a previous study [27]. Briefly, the parental cells were transduced with prepackaged Mission TRC lentiviral particles encoding shRNAs targeting the mouse *Vav2* mRNA (Cat. No. TRC0000097094; Sigma‐Aldrich) and the mouse *Vav3* mRNA (Cat. No. TRC0000097124; Sigma‐Aldrich). As a control, we used 4T1 cells that were transduced with lentiviruses lacking shRNAs (pLKO). In all cases, the cells were incubated with lentiviral particles in the presence of polybrene (8 μg·mL^−1^) (Cat. No. H9268; Sigma‐Aldrich) and selected with puromycin (2 μg·mL^−1^) (Cat. No. P8833; Sigma‐Aldrich). We followed a similar approach to generate the *Hmgcs1* or *Hmgcr* knockdown 4T1 cell clones using lentiviral particles encoding shRNAs targeting each of these transcripts (Cat. No TRC0000076043 and TRC0000173307, respectively; Sigma‐Aldrich).

### 2.7 Ectopic expression of proteins in 4T1 knockdown cell lines

The generation, validation, and characterization of KD_2/3_ cells overexpressing either VAV2 plus VAV3 (KD_2/3_ + V2 + V3) or RAC1^F28L^ (KD_2/3_ + RAC1^F28L^) have been reported elsewhere [27, 28, 36]. To generate KD_2/3_ + V2 + V3 cells, we infected the KD_2/3_ cell line stepwise with lentiviral particles encoding HA‐tagged VAV2 (pCCM33) and MYC‐tagged VAV3 (pCCM31) as described above and, subsequently, selected them using 200 μg·mL^−1^ hygromycin (Cat. No. 10843555001; Sigma‐Aldrich) (for VAV2‐positive cells) and flow cytometry (to select, based on the bicistronic expression of the GFP, the VAV3‐positive cells). To generate HMGCR‐overexpressing 4T1 cells, cells were infected with lentiviral particles encoding HMGCR (pLVX‐Hmgcr) in the presence of polybrene and subsequently selected with hygromycin as indicated above.

### 2.8 Detection of the expression of mevalonate pathway genes in breast cancer cells

Heatmaps for all transcripts encoding direct mevalonate pathway components were generated using the heatmap3 package [36] and the GEO datasets GSE33348 [27] and GSE160101 [37].

### 2.9 Gene set expression analyses

They were performed with the described gene sets using gene set permutations (*n* = 1000) for the assessment of significance and signal‐to‐noise metrics for ranking genes [38]. The signature for SREBF targets was obtained from a previous report [39].

### 2.10 Determination of mRNA abundance

Total RNA was extracted from the indicated cells using NZYol (Cat. No. MB18501; NZYtech, Lisboa, Portugal), and RT–PCR was performed using the Power SYBR Green RNA‐to‐C_T_ 1 Step Kit (Cat. No. 4389986; Applied Biosystems, Foster City, MA, USA). The raw data were subsequently analyzed with the stepone software v2.1 (Applied Biosystems). Primers used were (in alphabetical order): 5′‐GCA ATC CTG GGC CCC ACA TTC ACT‐3′ (*Hmgcr*, forward); 5′‐GCA GCA CAT GAT CTC CAG CTG GCG‐3′ (*Hmgcr*, reverse); 5′‐CCC CTT CAC AAA TGA CCA CA‐3′ (*Hmgcs1*, forward); 5′‐GAC AGC TGA TTC AGA TTC G‐3′ (*Hmgcs1*, reverse); 5′‐GCG AGC TGG AAG AGA GAA CAA‐3′ (*Idi1*, forward); 5′‐AGG GTA TTC CCA ACT CGG CT‐3′ (*Idi1*, reverse); 5′‐GCC TCA GGA CCT AAT GGT C‐3′ (*Mvd*, forward); 5′‐AGT TGA TGG GCA GGA TCA GC‐3′ (*Mvd*, reverse); 5′‐CAG CTC AGA GCC GTG GTG A‐3′ (*Srebp1*, forward); 5′‐TTG ATA GAA GAC CGG TAG CGC‐3′ (*Srebp1*, reverse); 5′‐CAC AAT ATC ATT GAA AAG CGC TAC CCG TTC‐3′ (*Srebp2*, forward); and 5′‐TTT TTC TGA TTG GCC AGC TTC AGC ACC ATG‐3′ (*Srebp2*, reverse). For normalization control, we used the abundance of the endogenous *Gapdh* transcript using primers 5′‐TGC ACC ACC AAC TGC TTA GC‐3′ (forward) and 5′‐TCT TCT GGG TGG CAG TGA TG‐3′ (reverse). When appropriate, cells were treated with the indicated concentrations of rapamycin (Sirolimus, Cat. No. S1039; Selleckchem, Houston, TX, USA), torin1 (Cat. No. S2827; Selleckchem), torkinib (PP242, Cat. No. S2218; Selleckchem), and LY294002 (2.5 μm; SF1101, Cat. No. S1105; Selleckchem) for 24 h prior to RNA extraction and qRT–PCR determinations.

### 2.11 Luciferase reporter assays

To measure the stimulation of SREBP activity in control, KD_2/3_ and KD_2/3_ + V2 + V3 cells, the cells were cotransfected with pRL‐SV40 (5 ng) plus the pSynSRE‐T‐Luc (1 μg) vectors. In the case of transient transfections, the parental 4T1 cells were transfected using liposomes with pRL‐SV40 (5 ng), pSynSRE‐T‐Luc (1 μg), and the indicated testing plasmids. When needed, the cells were supplemented with empty vectors to maintain a constant the total amount of transfected DNA among the samples. In all cases, cells were lysed 48 h posttransfection with Passive Lysis Buffer (5×), and luciferase activities were determined using the Dual Luciferase Assay System (Cat. No. E1910; Promega). In all cases, the firefly luciferase activity values obtained at each experimental point were normalized considering the activity of the *Renilla* luciferase obtained from the same sample. In addition, we analyzed aliquots of the same lysates by Western blotting to assess the expression of the ectopically expressed proteins in the appropriate experimental sample. The values are represented in the figures as the *n*‐fold change of the experimental sample relative to the SREBP activity shown by control cells (which was given an arbitrary value of 1 in each case). When indicated, cells were treated with the inhibitors rapamycin (2.5 μm), torin1 (2.5 μm), torkinib (2.5 μm), LY294002 (10 μm; Cat. No. S1105; Selleckchem), wortmannin (200 nm; Cat. No. S2758; Selleckchem), PIK‐75 (100 nm; Cat. No. S1205; Selleckchem), or U0126 (25 μm; Cat. No. S1102; Selleckchem).

### 2.12 Immunofluorescence analyses

Indicated 4T1 cells were cultured onto coverslips treated with 2 μg·mL^−1^ fibronectin in imaging buffer (20 mm HEPES [pH 7.4], 140 mm NaCl, 2.5 mm KCl, 1.8 mm CaCl_2_ and 1 mm MgCl_2_) for 1 h at 37 °C. Cells were seeded and allowed to attach for 24 h and, subsequently, fixed in 4% formaldehyde in phosphate‐buffered saline solution for 10 min at room temperature. After washing twice with phosphate‐buffered saline solution, cells were permeabilized with 0.3% Triton X‐100 (Cat. No. X100; Sigma‐Aldrich) in phosphate‐buffered saline solution for 10 min at room temperature, washed three times with phosphate‐buffered saline solution, and blocked in 2% bovine serum albumin (Cat. No. MB04603; NZYtech) in TBS‐T for 30 to 45 min in a wet chamber. When indicated, cells were incubated for 2 h at room temperature with antibodies to SREBF1 (Cat. No. sc‐13551; Santa Cruz Biotechnology, Dallas, TX, USA) or SREBF2 (Cat. No. ab30682; Abcam, Cambridge, UK), washed thrice in TBS‐T, incubated with the corresponded secondary antibody [goat antibodies to mouse IgG coupled to Alexa Fluor 488 (Cat. No. A32723, 1 : 400 dilution; Invitrogen, Carlslbad, CA, USA) or goat anti‐rabbit IgG coupled to Alexa Fluor™ 488 (Cat. No. A‐11034; Thermo Fisher Scientific)] for 30 min at room temperature. After washing twice with TBS‐T, cells were finally stained with 1 μg·mL^−1^ of 4′,6‐diamidino‐2‐phenylindole (Cat. No. D1306; Invitrogen) for 3 min to visualize the nuclei. Coverlips were mounted on microscopy slides with Mowiol medium (Cat. No. 475904; Merck, Rahway, NJ, USA) for microscopy analyses using a Laser Scan Leica SP8 Confocal Microscopy (Wetzlar, Germany). Subcellular distribution of SREBF was done *de visu*, counting in each experiment a total of at least 100 cells/slide.

### 2.13 Immunoblotting

The indicated cultured cells were washed with phosphate‐buffered saline solution and lysed in 10 mm Tris–HCl (pH 8.0), 150 mm NaCl, 1% Triton X‐100 (Cat. No. 93443; Sigma‐Aldrich), 1 mm Na_3_VO_4_ (Cat. No. S6508; Sigma‐Aldrich), 10 mm β‐glycerophosphate (Cat. No. G9422; Sigma‐Aldrich), and a mixture of protease inhibitors (Cat. No. 11836170001; Roche, Basel, Switzerland). Cellular extracts were precleaned by centrifugation at 12 000 ***g*** for 10 min at 4 °C, denatured by boiling in 4× SDS/PAGE sample buffer, separated electrophoretically, and transferred onto nitrocellulose filters using the iBlot Dry Blotting System (Cat. No. IB21001; ThermoFisher Scientific). The membranes were blocked in 5% bovine serum albumin (Cat. No. A7906; Sigma‐Aldrich) in TBS‐T (25 mm Tris–HCl (pH 8.0), 150 mm NaCl, 0.1% Tween‐20) for at least 1 h and then incubated overnight with the appropriate antibodies. The membranes were then washed three times with TBS‐T, incubated with the appropriate secondary antibody (1 : 2000 dilution) (Cat. No. GENA93401M; Cytiva, Malborough, MA, USA) for 60 min at room temperature and washed three times as described above. Immunoreacting bands were visualized using the chemiluminescent method ECL Pierce (Cat. No. 32106; ThermoFisher Scientific). The primary antibodies used included those to EGFP (1 : 2000 dilution; Cat. No. MMS‐118P; Covance, Princeton, NJ, USA), RAC1 (1 : 2000 dilution; Cat. No. 610651; BD Biosciences, Franklin Lakes, NJ, USA), phospho‐AKT (1 : 1000 dilution, p‐Thr^308^; Cat. No. 4056; Cell Signaling Technology, Danvers, MA, USA), phospho‐AKT (1 : 1000 dilution, p‐Ser^473^; Cat. No. 4051; Cell Signaling Technology), total AKT (1 : 1000 dilution; Cat. No. 2920; Cell Signaling Technology), phospho‐ERK1/2 (1 : 1000 dilution, p‐Thr^202^ and p‐Tyr^204^; Cat. No. 4370; Cell Signaling Technology), total ERK (1 : 1000 dilution; Cat. No. 9102; Cell Signaling Technology), phospho‐p70 S6K (1 : 1000 dilution, p‐Thr^389^; Cat. No. 9205; Cell Signaling Technology), total S6K (1 : 1000 dilution; Cat. No. sc‐230; Santa Cruz Biotechnology), phospho‐S6RP (1 : 1000 dilution, p‐Ser^240^ and p‐Ser^244^; Cat. No. 2215; Cell Signaling Technology), total S6RP (1 : 1000 dilution; Cat. No. sc‐74459; Santa Cruz Biotechnology), phospho‐4E‐BP1 (1 : 1000 dilution; p‐Ser^65^, Cat. No. 1365; Cell Signaling Technology), and tubulin α (1 : 2000 dilution; Cat. No. CP06‐100UG; Calbiochem, San Diego, CA, USA).

### 2.14 *In silico* coexpression analyses

Coexpression matrices were calculated from the corresponding expression matrices for the indicated genes using the *corrplot* package and the GEO dataset GSE78958 [40]. The statistical significance of each Pearson correlation coefficient (*r*) is indicated by the dot size and color.

### 2.15 Determination of MTT metabolization in cultured cells

We used the 3‐(4,5‐dimethylthiazol‐2‐yl)‐2,5‐diphenyl‐2H‐tetrazolium bromide (MTT) assay (Cat. No. M5655; Sigma‐Aldrich) to indirectly determine the metabolic growth properties of cell lines under study. To this end, cells were plated in 24‐well dishes (7000 cells per well) and cultured in RPMI supplemented with 10% fetal calf serum for the indicated periods. At the indicated time points, the culture medium of each well was discarded and replaced with 250 mL of MTT solution (0.5 mg·mL^−1^) in phosphate‐buffered saline solution. After 1 h at 37 °C in a 5% CO_2_ atmosphere, 500 mL of dimethyl sulfoxide (Cat. No. D8418; Sigma‐Aldrich) was added to each well to dissolve the formazan crystals formed. After 15 min, the absorbance at 570 nm wavelength was measured with a microplate reader Ultraevolution (Cat. No. 16129929; Tecan, Mannedorf, Switzerland).

### 2.16 Basal apoptotic rates

Assessment of the apoptotic index was made by flow cytometry using the Annexin V–VF blue apoptosis detection kit (Cat. No. ANXVKCFB7; ImmunoStep, Salamanca, Spain) following manufacturer's instructions. Data acquisition and analysis were done in a FACSAria III flow cytometer (BD Biosciences) and data analyzed using the flowjo software (10.8.2; FlowJo, Ashland, OR, USA). For each analysis, 50 000 events were acquired.

### 2.17 Ferroptosis assays

40 000 cells per P24 well of indicated 4T1 lines were seeded and grown overnight and, subsequently, treated with the indicated concentrations of ML162 (Cat. No. S4452; Selleckchem). After 24 h, cells were fixed with 10% formaldehyde for 10 min and stained for 10 min with Giemsa (Cat. No. GS80; Sigma‐Aldrich) diluted 1 : 7 in distilled deionized water. The solution was then removed, plates washed three times with distilled deionized water and air dried at room temperature. Stained cells were scanned using an EPSON V700 scanner (EPSON, Suwa, Nagano, Japan).

### 2.18 Determination of metabolic parameters

Oxygen consumption was measured in a Seahorse XFe24 Analyzer (Agilent, Santa Clara, CA, USA). To this end, 20 000 cells/well of the indicated 4T1 lines were grown overnight in fibronectin (2 μg·mL^−1^) pre‐coated Seahorse XF24 V7 PS Cell Culture Microplates (Cat. No. 102342‐100; Agilent). Prior to the assay, cells were washed and incubated for 1 h at 37 °C in a non‐CO_2_ incubator with Seahorse phenol red‐free RPMI (Cat. No. 103576‐100; Agilent) supplemented with 1 mm pyruvate (Cat. No. 103578‐100; Agilent), 2 mm glutamine (Cat. No. 103579‐100; Agilent), and 10 mm glucose (Cat. No. 103577‐100; Agilent). For the Mito Stress test, 1.5 μm oligomycin (Cat. No. 495455; Merck), 1 μm carbonyl cyanide‐p‐trifluoromethoxy phenyl‐hydrazone (FCCP; Cat. No. C2920; Sigma‐Aldrich), and a mix of 1 μm antimycin A (Cat. No. A8674‐50MG; Sigma‐Aldrich) plus 1 μm rotenone (Cat. No. R8875‐1G; Sigma‐Aldrich) were sequentially added to the cells. Compounds were diluted in the assay media and loaded into an overnight‐hydrated XFe24 sensor cartridge (Cat. No. 102342‐100; Agilent) using the Seahorse CF calibrant solution (Cat. No. 102342‐100; Agilent).

### 2.19 Animal‐based studies

*In vivo* work was performed exactly as described in a previous work from our laboratory [27]. In the case of breast cancer tumorigenesis analyses, 5 × 10^3^ cells were resuspended in 100 mL of phosphate‐buffered saline solution and injected into the fourth right mammary gland of female BALB/c mice (6–8‐week‐old). Tumor growth was analyzed by measuring tumor length, width, and depth to calculate the overall tumor volume. Metastatic dissemination was quantified both *de visu* and histologically (three sections per tumor) after sacrificing the mice 32 days after the orthotopic implantation.

In the case of long‐term lung colonization assays, cells were resuspended in phosphate‐buffered saline solution as described in the previous paragraph and injected into the tail vein (unless otherwise stated, 5 × 10^4^ cells were injected in each experiment). After 2 weeks, mice were euthanized, their chest cavity exposed through a midline chest incision, the trachea cannulated with a 20‐gauge caterer, and the lungs slowly inflated with 1 mL of India ink (1 : 16 dilution in phosphate‐buffered saline solution; Parker, Ville‐la‐Grande, France). Lungs were extracted and distained by immersion in Fekete's solution (100 mL of 70% ethanol [Cat. No. E7148; Sigma‐Aldrich], 10 mL of 4% formaldehyde [Cat. No. 3800750; Leica, Wetzlard, Germany], and 5 mL of 100% glacial acetic acid [Cat. No. 131008.1611; PanReac, Castellar del Valles, Barcelona, Spain]) and, subsequently, the metastatic nodules were visually counted. Alternatively, the lungs were extracted, fixed in 4% formaldehyde (Cat. No. 3800750; Leica), and embedded in paraffin for hematoxylin and eosin staining. In studies conducted with monocrotaline‐treated mice, animals were injected twice intravenously with 1.5 mg·mL^−1^ monocrotaline (Cat. No. PHL89251; Sigma‐Aldrich) the week before cancer cells were introduced as above in the tail vein. After 2 weeks, the animals were sacrificed and the lungs extracted as above.

To measure the extravasation of breast cancer cells, the indicated cell lines were labeled with 5 μm of a cell tracker (CellTracker Green carboxymethyl fluorescein diacetate; Cat. No. C2925; Invitrogen) for 1 h and then intravenously injected into mice (1 × 10^6^ cells per mouse). After 48 h, the mice were injected intravenously with a rhodamine‐conjugated lectin (Cat. No. RL‐1002‐25; Vector Laboratories, Newark, CA, USA) to stain lung capillaries and animals were sacrificed 1 h later. Lungs were then extracted, fixed in paraformaldehyde (Cat. No. 252931; PanReac), and examined by confocal fluorescence microscopy to determine the number of cancer cells (those exhibiting green fluorescence) present in the lung parenchyma (six confocal sections per tumor).

### 2.20 Immunostaining techniques

The immunohistochemical procedures presented in this work were carried out by the personnel of the Molecular Pathology Unit of our institution. Tissues were extracted, fixed in 4% paraformaldehyde, cut into 2–3‐mm‐thick sections, and stained with hematoxylin and eosin. For immunohistochemical staining, paraffin‐embedded sections were incubated with rabbit polyclonal antibodies to either Ki67 (1 : 100 dilution; Cat. No. KI67‐MM1‐L; Leica) or CD31 (1 : 50 dilution; Cat. No. 124432; Abcam). After an overnight incubation, the tissue slides were rinsed with phosphate‐buffered saline solution, incubated for 1 h at room temperature in a milk/phosphate‐buffered saline solution containing a goat anti‐rabbit immunoglobulin G–horseradish peroxidase conjugate (Cat. No. RPN4301; Cytiva), rinsed with phosphate‐buffered saline solution, and developed with diaminobenzidine (Cat. No. K3467; Dako, Glostrup, Denmark). The signals were quantified blindly with imagej software (version 1.53a, National Institutes of Health, Bethesda, MD, USA) using three sections per tumor. Apoptotic cells were detected using the TUNEL‐based *In Situ* Cell Detection Kit (Cat. No. 11684795910; Roche). To this end, sections were deparaffinized, hydrated, and digested with proteinase K (Cat. No. S3020; Dako) for 30 min at 37 °C and then subjected to the TUNEL staining according to the manufacturer's instructions. TUNEL‐positive cells were visually scored using a standard immunofluorescence microscope (CTR600; Leica).

### 2.21 Transcriptome profiling and bioinformatics

RNA was isolated using an RNeasy Mini Kit (Cat. No. 74104; Qiagen, Hilden, Germany) and analyzed using the Affymetrix platform (Clariom™ S Assay HT; Cat. No. 902971; ThermoFisher Scientific) at the CIC Genomics Core Facility according to the manufacturer's recommendations. r (version 3.6.3, R Foundation, Indianapolis, IN, USA) was used to perform the bioinformatic analyses. Signal intensity values were obtained from CEL files after applying the robust multichip average function from the Affy package for background adjustment, quantile normalization, and summarization [41]. Differentially expressed genes were identified using linear models for microarray data (limma) [42], and *P*‐values were adjusted for multiple comparisons by applying the Benjamini–Hochberg correction method (FDR) [43]. An FDR *q*‐value of 0.05 was set as the threshold for statistical significance. The heatmap3 package was used to generate the expression heatmaps for the indicated genes as indicated above. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses were performed using DAVID (https://david.ncifcrf.gov). GSEA were performed with the described gene sets using gene set permutations (*n* = 1000) for the assessment of significance and signal‐to‐noise metrics for ranking genes [38]. Raw data from these microarray analyses were deposited in the GEO platform (GSE253308). The gene sets used in the GSEA analyses were obtained from both the GEO dataset GSE33348 [27] and the Molecular Signatures Database (MSigDB, v7.4) [44].

### 2.22 Bioinformatics analyses of tumor expression datasets

Survival analyses were performed using Kaplan–Meier estimates of distant recurrence‐free survival according to the level of enrichment of the described transcriptional signatures [45]. This enrichment was calculated using ssGSEA [38, 46], and Mantel–Cox test was subsequently applied to statistically validate the differences between the survival distributions [47]. The GEO accession codes for the human datasets used in this study were GSE25066 (for distant recurrence‐free survival analyses) [48, 49] and GSE2603 (for lung metastasis‐free survival analyses) [50].

### 2.23 Statistics

Student's *t*‐test (two groups) or one‐way ANOVA (more than two groups) were used to perform statistical analyses. The sample size and the number of independent experiments for each experiment are indicated in the appropriate figure legend. The experimental values in the graphs are provided as the means and SEM. Results with *P*‐values ≤ 0.05 were considered to indicate statistical significance.

## 3 Results

### 3.1 VAV‐regulated expression of mevalonate pathway transcripts in 4T1 cells

In previous publications [27, 28], we demonstrated that the endogenous VAV2 and VAV3 proteins control a wide distal transcriptional program that is important for both the *in vivo* tumorigenic and metastatic properties of this cell line. This led us to identify several VAV2;VAV3‐regulated distal elements that are involved in specific stages of the metastatic program of breast cancer cells to the lung [27, 28]. Further functional annotation of the *Vav2*;*Vav3*‐dependent 4T1 cell transcriptome revealed that the elimination of endogenous *Vav2* or *Vav3* mRNAs and, to a greater extent, the combined depletion of both transcripts led to a marked reduction in the expression of all transcripts encoding the main enzymes involved in the mevalonate pathway and its main anabolic branches (Fig. 1A,B). Normal expression of all these transcripts was restored upon the reexpression of the wild‐type versions of VAV2 and VAV3 in double *Vav2;Vav3* knockdown 4T1 cells (from now on, designated as KD_2/3_ cells) (Fig. 1A), demonstrating that this metabolic pathway is directly associated with the proper activity of these GEFs in 4T1 cells. Using quantitative reverse transcription polymerase chain reaction (qRT–PCR) analyses, we confirmed a reduction in the abundance of several of the relevant transcripts of this metabolic pathway (*Hmgcs1*, *Hmgcr*, *Mvd*, *Idi1*) in KD_2/3_ cells (Fig. 1C). Furthermore, and as previously shown with the microarray data (Fig. 1A), we found that the levels of these transcripts were fully restored upon reexpression of VAV2 and VAV3 in KD_2/3_ cells (Fig. 1C). This effect is probably catalysis‐dependent because the expression of the transcripts of these mevalonate pathway enzymes could also be restored upon the stable expression of a gain‐of‐function mutant (F28L) of the GTPase RAC1 in KD_2/3_ cells (Fig. 1C).

**Fig. 1:**
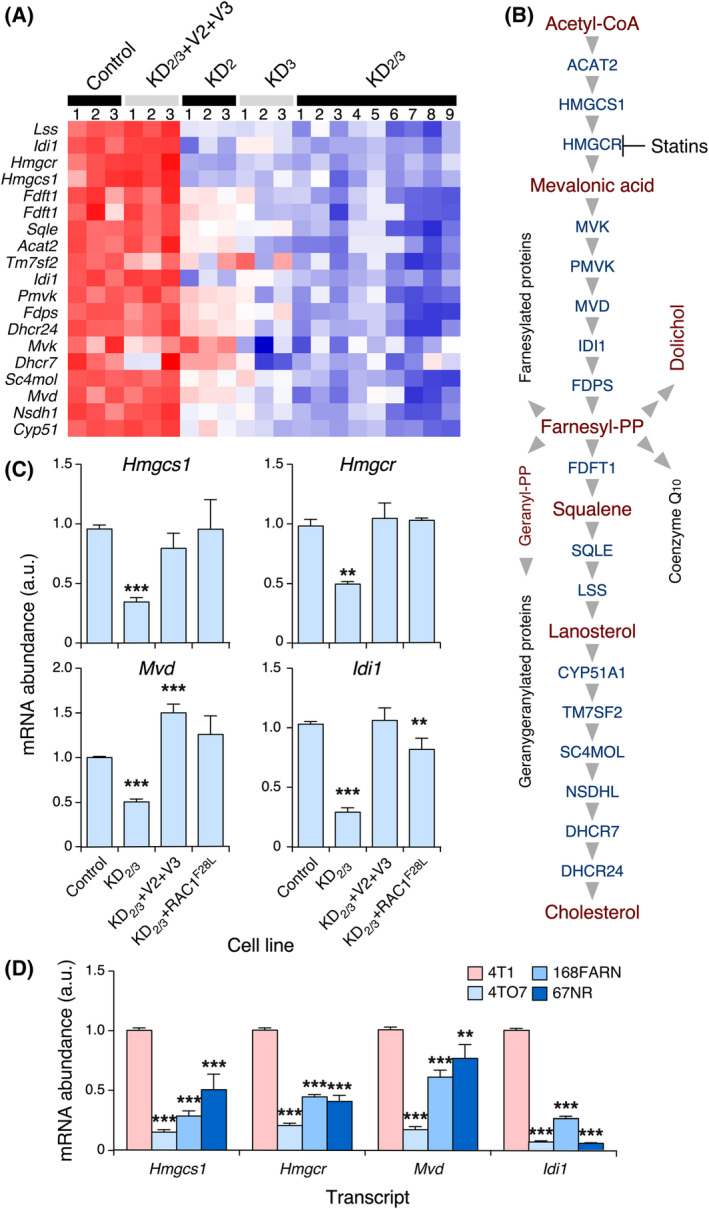
VAV‐regulated expression of mevalonate pathway genes in 4T1 cells. (A) Heatmap showing the expression of mevalonate pathway genes (left) in the indicated cell lines (top). Genes upregulated and downregulated are shown in red and blue colors, respectively. The gradient reflects the relative fold‐change variation in the expression of the genes of interest. The replicates for each cell line are shown at the top. Control, 4T1 cells transduced with the empty pLKO vector. (B) Schematic representation of the mevalonate pathway. Enzymes whose mRNA expression is downregulated in *Vav* knockdown 4T1 cells are shown in blue. The main metabolites of the pathway are shown in red. (C) Abundance of the interrogated transcripts (top) in the indicated 4T1 cell derivatives (bottom). The values are shown relative to the abundance of each transcript in the control cell line, which was given an arbitrary number of 1. a.u., arbitrary units. (D) Abundance of the interrogated transcripts (bottom) in the indicated breast cancer cell lines (inset). The values are shown relative to the abundance of each transcript in the control cell line, which was given an arbitrary number of 1. Data shown in panels C and D represent the means ± SEM. **P ≤ 0.01; ***P ≤ 0.001 relative to the control cell line (Student's *t*‐test, *n* = 3 independent experiments in each case).

These observations suggested that changes in the functional status of the mevalonate pathway could contribute to the defective tumorigenic and metastatic features previously found in 4T1 KD_2/3_ cells. Consistent with this hypothesis, we observed that the expression of many mevalonate pathway‐related transcripts was higher in metastatic (4T1 and 66c14) breast cancer cell lines than in nonmetastatic ones (4TO7 168FARN and 67NR) (Fig. S1 and Fig. 1D). In particular, the 4TO7 cell line exhibited the most consistent downregulation of *Hmgcs1*, *Hmgcr*, and *Idi1* mRNAs according to our qRT–PCR experiments (Fig. 1D). Notably, each of these nonmetastatic cell lines has defects in specific metastatic steps: migration from the primary tumor (67NR), metastatic spread further than the lymph nodes (168FARN), and survival upon reaching the lung parenchyma (4TO7 cells) [29].

### 3.2 VAV‐mediated expression of mevalonate pathway genes is RAC1‐ and SREBF‐dependent

We next investigated the VAV‐dependent mechanism involved in the regulation of the mevalonate pathway in breast cancer cells. Based on our results shown in Fig. 1C, we surmised that this response was dependent on the VAV catalysis‐mediated stimulation of the RAC1 GTPase because normal expression of mRNAs for mevalonate pathway components is rescued upon expression of a fast‐cycling mutant of RAC1 (F28L) in KD_2/3_ cells. We also assumed that this pathway must involve the stimulation of SREBFs, a family of transcription factors of the basic‐helix–loop–helix leucine zipper subtype that regulates the expression of mevalonate pathway genes [4, 13, 51], because we found using *in silico* gene set enrichment analyses (GSEA) that the SREBF gene signature was downregulated in KD_2/3_ 4T1 cells compared with controls (Fig. 2A). Consistent with this idea, we observed using luciferase reporter assays with a plasmid bearing an SREBF responsive promoter that the endogenous activity of this transcription factor was reduced in KD_2/3_ cells (Fig. 2B). This defect was eliminated upon the expression of both VAV2 and VAV3 in these knockdown cells (Fig. 2B), further indicating the VAV dependency of this readout in 4T1 cells. In line with this, we observed using confocal microscopy that the endogenous SREBF proteins were less concentrated in the nuclei of KD_2/3_ cells than in the case of control cells (Fig. 2C). Using the luciferase reporter assay described above, we also found that an active version of RAC1 (Q61L mutant) triggered high levels of activity in endogenous SREBFs when transiently expressed in parental 4T1 cells (Fig. 2D,E). This response was not observed or was severely reduced when cells were transiently transfected with gain‐of‐function mutants of other RHO family GTPases such as RHOA^Q63L^, RHOG^Q61L^, or CDC42^Q61L^ (Fig. 2D,E). Likewise, it was not induced when cells were transfected with wild‐type or dominant negative mutants of RAC1 (Fig. 2D,E). Taken together, these findings indicate that the VAV–RAC1–SREBF axis is likely involved in the regulation of mevalonate pathway genes in 4T1 breast cancer cells.

**Fig. 2:**
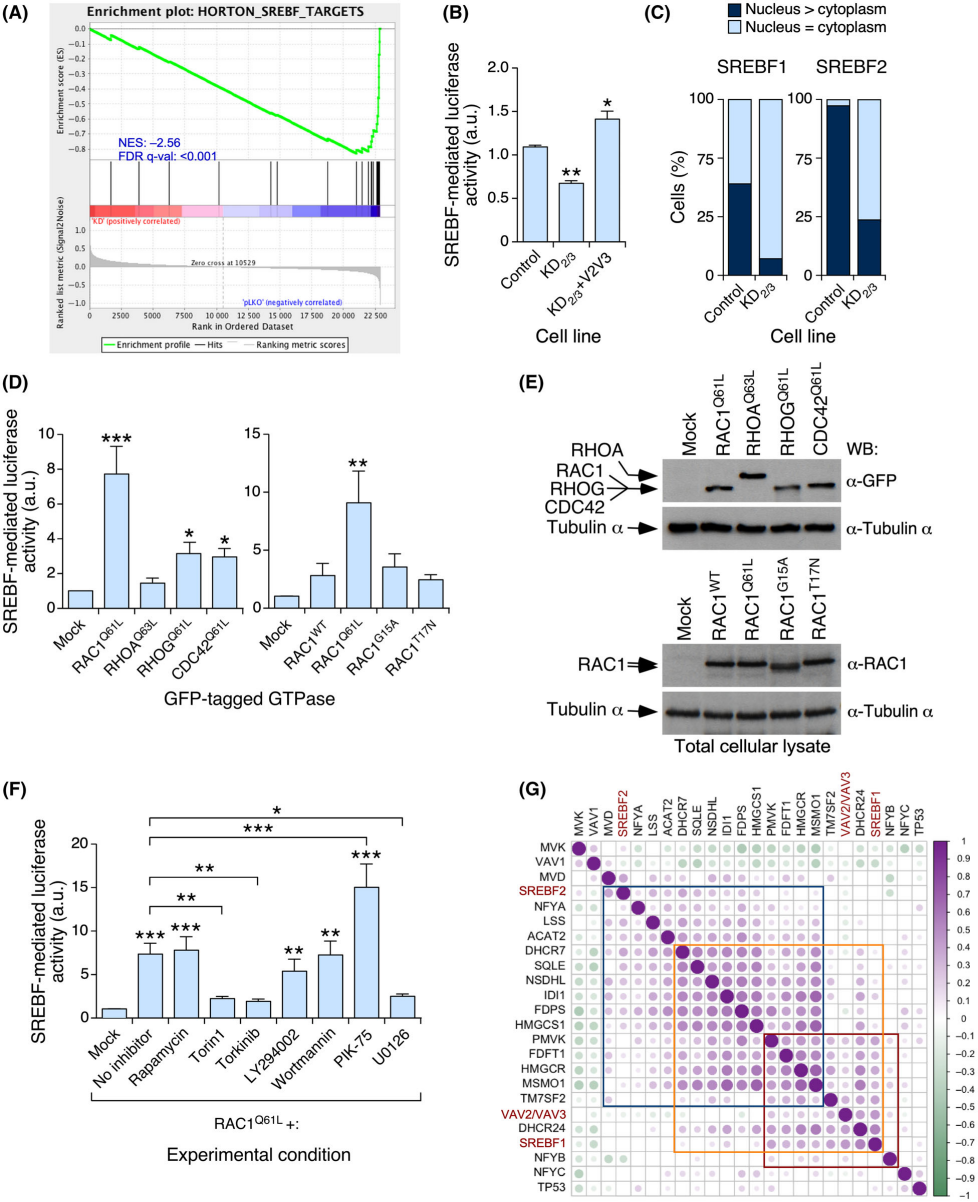
VAV‐mediated expression of mevalonate pathway genes is RAC1‐ and SREBF‐dependent. (A) GSEA showing the loss of the SREBF gene signature in *Vav2*;*Vav3* knockdown 4T1 cells. The normalized enrichment score (NES) and false discovery rate values (FDR *q*‐value) are indicated inside the GSEA graph. (B) SREBF activity in the indicated 4T1 cell lines determined using a luciferase reporter assay. Values are shown relative to the value obtained in the control cell line, which was given an arbitrary value of 1. (C) Quantitation of the subcellular distribution of SREBFs in indicated cell derivatives (bottom) using confocal microscopy analyses (*n* = 3 independent experiments). (D) SREBF activity in parental 4T1 cells upon the transient expression of the indicated GTPases (bottom). In the left panel, transfections were made with expression vectors encoding the indicated EGFP‐tagged GTPases. In the right panel, transfections were made with untagged RAC1 versions. The values are shown relative to the values obtained in the mock‐transfected samples, which were given an arbitrary value of 1. (E) Western blot showing the expression of the indicated GTPases (first and third panels from top) in the experiment shown in D. Equal loading was demonstrated using immunoblotting with antibodies to tubulin α (second and fourth panels from top). (F) Luciferase reporter experiments showing the effect of indicated inhibitors (bottom) in the RAC1^Q61L^‐mediated activation of SREBF. (G) Expression correlation matrix of the indicated transcripts using the human breast tumor samples from the GEO microarray dataset GSE65194. Positive and negative correlations are shown in purple and green, respectively. The size and color intensity are proportional to the Pearson correlation coefficient found for each transcript pair. Boxes indicate groups of genes whose expression is more tightly coregulated. Data shown in panels B, D, and F show the means ± SEM. *P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001 relative to the control using either the Student's *t*‐test (B, D) or the one‐way ANOVA test (F) (*n* = 3 independent experiments in each case).

Further experiments indicated that the RAC1^Q61L^‐mediated activation of SREBF‐mediated luciferase activity was not affected by the addition of some specific mTORC1 (rapamycin) or PI3K inhibitors to the transfected 4T1 cells (Fig. 2F). In fact, one of the PI3K inhibitors (PIK‐75) led to a more robust SREBF‐mediated luciferase activity when compared to the untreated, RAC1^Q61L^‐expressing cells (Fig. 2F). In contrast, dual inhibitors for mTORC1 and mTORC2 (torin1, torkinib) totally abrogated the stimulation of SREBF transcriptional activity by RAC1^Q61L^ in the same experimental setting (Fig. 2F). These inhibitors, but not rapamycin, also reduced the mRNA levels for HMGCR (Fig. S2A) and SREBP2 (Fig. S2B) in control 4T1 cells. We also observed that the inhibition of MEK induced a similar reduction in RAC1^Q61L^‐induced SREBF transcriptional activity (Fig. 2F). Involvement of MEK–ERK signaling in the regulation of SREBFs has been demonstrated before in hepatocarcinoma cells [52, 53]. Western blot analyses confirmed that the inhibitors for PI3K used in these experiments effectively abrogated the activation of AKT (Fig. S2C). Likewise, the MEK inhibitor promoted a reduction and upregulation in the phosphorylation of ERK and AKT, respectively (Fig. S2C). We also observed that the torin1 and torkinib inhibitors inhibited downstream PI3K signaling elements at the specific concentrations that led to the abrogation of RAC1^Q61L^‐induced SREBF transcriptional activity and the reduction in *Hmgcr* and *Srebp2* mRNA levels (Fig. S2D). More importantly, we found that torin1 and torkinib, but not rapamycin, could effectively block the phosphorylation of 4E‐BP1 (Fig. S2D, ninth panel from top), as previously described in other experimental settings [4, 54]. These results indicate that the effect of RAC1^Q61L^ on SREBP activity is probably mediated by rapamycin‐insensitive mTORC1/2 downstream elements and MEK–ERK signaling. In contrast, it seems to be independent of PI3K and rapamycin‐sensitive mTORC1 pathways.

Using *in silico* coexpression matrix analyses with publicly available gene expression datasets from human tumors, we found that the combined expression levels of *VAV2* and *VAV3* transcripts also positively correlated with the abundance of a subset of transcripts for mevalonate pathway enzymes (*HMGCR*, *PMVK*, *FDFT1*, *TM7SF2*, *SC4MOL*, *DHCR24*) and the *SREBF1* mRNA in human breast cancer samples (Fig. 2G, genes included in the red box). In contrast, there was less overlap with the subset of mevalonate pathway genes whose expression was directly correlated with *SREBF2* mRNA levels (Fig. 2G, genes included in the blue box). No significant correlation of any of these two mevalonate pathway‐related gene subsets was found with the mRNA for *TP53*, a suppressor gene that has been associated with the regulation of the mevalonate pathway in cancer cells [4, 5, 55, 56, 57].

### 3.3 HMGCS1 and HMGCR are important for primary tumorigenesis

To investigate the potential role of this metabolic pathway in the tumorigenic phenotype of 4T1 cells, we next generated two independent knockdown 4T1 cell derivatives for HMGCS1 (KD_*Hmgcs1*_–1.9 and KD_*Hmgcs1*_–2.7) and HMCGR (KD_*Hmgcr*_–3.2 and KD_*Hmgcr*_–5.4) (Fig. S3A). These two knockdown transcripts encode enzymes that are located in the early steps of this metabolic pathway (see above, Fig. 1B). In addition, the HMGCR enzyme is directly responsible for the production of mevalonate from 3‐hydroxy‐3‐methylglutaryl‐coenzime A as well as the molecular target for statins [3, 4]. Interestingly, the depletion of the *Hmgcs1* transcript promoted the upregulation of other mRNAs encoding mevalonate pathway components such as *Hmgcr*, *Mvd*, and *Idi1* (Fig. S3B). This result suggests the potential existence of compensatory mechanisms that counteract the reduction in HMGCS1 activity in 4T1 cells. This compensatory mechanism was much less apparent in *Hmgcr* knockdown cells, as we only detected statistically significant changes in the expression of the *Mvd* transcript (Fig. S3C).

Unlike the case of the *Vav2;Vav3* knockdown cells [27, 28], we observed that the downregulation of either of those two mRNAs did not change the morphology of 4T1 cells compared with that of controls (Fig. S3D). However, the downregulation of the *Hmgcr* mRNA, but not of the *Hmgcs1* transcript, led to a small but statistically significant decrease in the metabolization of MTT in 4T1 cells in 2D cultures that was similar to what was previously found in KD_2/3_ cells [27] (Fig. S3E). The effect of the depletion of these two enzymes was also very week in basal apoptosis (Fig. S3F). In contrast, we found that the *Hmgcr* knockdown cells, but not the *Hmgcs1* knockdown cells, were more sensitive to the induction of ferroptosis upon treatment with a well‐known inhibitor of glutathione peroxidase 4 (ML162) (Fig. S3G). Finally, we observed using Seahorse‐based metabolic experiments (Fig. S4A,B) that *Hmgcs1* knockdown cells, and to a larger extent the *Hmgcr* knockdown cells, were deficient in key mitochondrial metabolic parameters such as basal respiratory, maximal respiration, spare respiratory capacity, ATP production, and proton leak rates (Fig. S4C,D).

To investigate the effect of these knockdowns *in vivo*, we next orthotopically implanted *Hmgcs1*‐ or *Hmgcr*‐depleted cells in the mammary fat pads of recipient female mice. In contrast to the minor effects found on proliferation in the cell culture experiments, we observed that *Hmgcs1* or *Hmgcr* knockdown 4T1 cells could form primary tumors with lower efficiency than controls (Fig. 3A,B). Histological studies revealed that the deficiencies in primary tumor development in these knockdown cell lines were not caused by *in vivo* proliferation defects, as inferred from the lack of statistically significant variations in Ki67 immunostaining in the tumors formed by the knockdown and control cells (Fig. 3C,D). In contrast, *Hmgcs1* and *Hmgcr* knockdown cells generated tumor masses that were less angiogenic (Fig. 3C,E) and more prone to basal apoptosis (Fig. 3C,F) than controls.

**Fig. 3:**
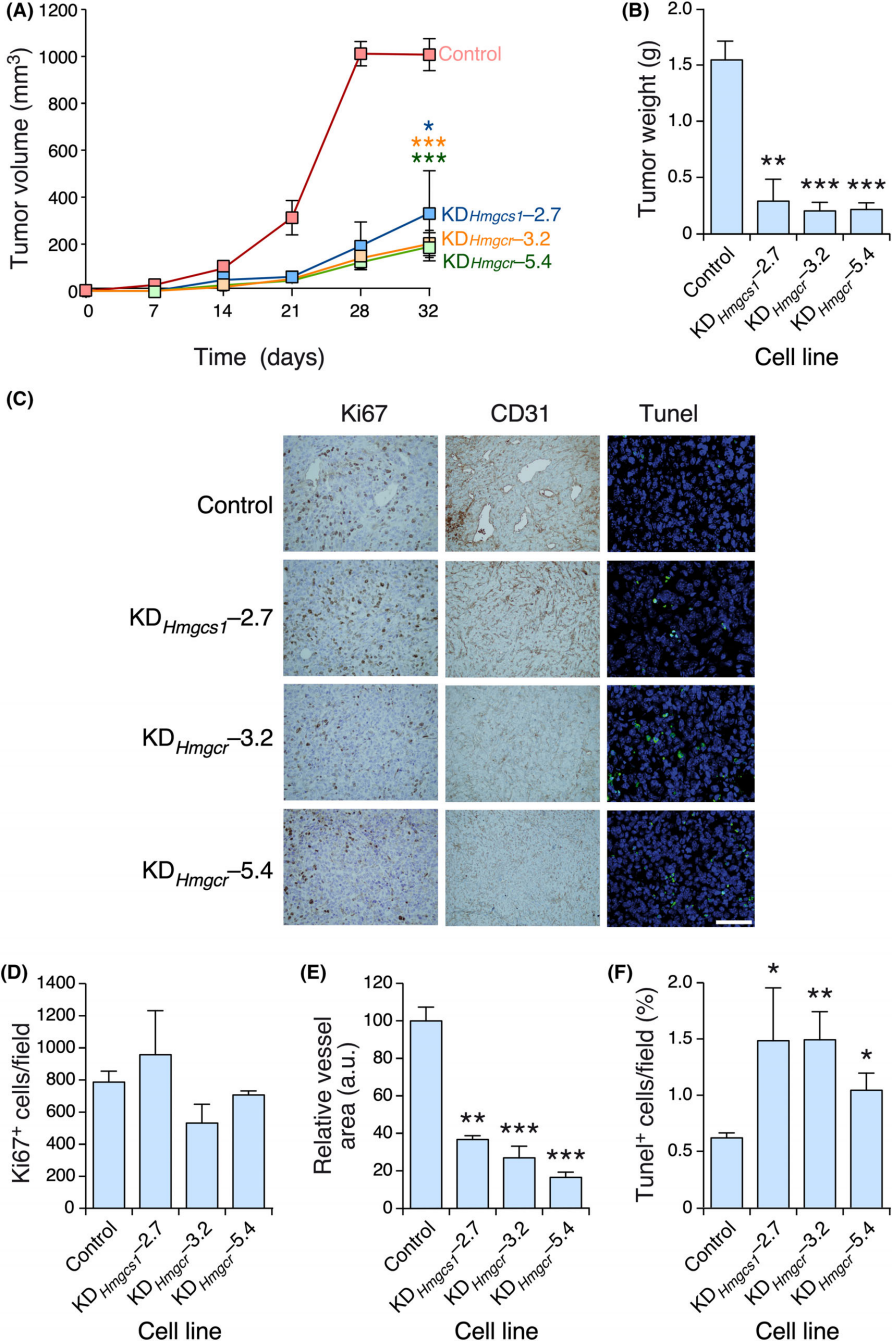
HMGCS1 and HMGCR are important for primary tumorigenesis. (A, B) Growth kinetics (A) and final weight (B) of tumors generated by the indicated cell lines. Statistics were performed at the 32‐day time point. (C) Representative images of immunostained sections used to evaluate the proliferation (Ki67^+^ cells), angiogenesis (CD31^+^ cells), and apoptosis (Tunel^+^ cells) parameters of the tumors in panel (A). Scale bar, 50 μm. (D–F) Quantification of the proliferation (Ki67^+^ cells, D), angiogenesis (CD31^+^ cells, E), and apoptosis (Tunel^+^, F) in the experiments performed in C. Data shown in panels A, B, and D–F represent the means ± SEM. *P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001 relative to control tumors using the Student's *t*‐test. In (A, B), *n* = 5 animals for each cell type, 1 independent experiment. In (D–F), *n* = 3 lung sections per mice, 5 animals in each experimental condition, 1 independent experiment.

### 3.4 HMGCR is important for lung metastasis

We also found in the proceeding *in vivo* experiments that the tumors from the *Hmgcs1* or *Hmgcr* knockdown cells generated fewer (Fig. 4A,B) and smaller (Fig. 4C,D) lung metastases than those from control 4T1 cells. To determine whether this effect was due to reduced primary tumorigenesis and/or to intrinsic defects in the metastatic properties of these cells, we intravenously injected control and knockdown cells to directly generate metastatic nodules in the lung. We found that the *Hmgcr*‐depleted cells exhibited severe metastatic defects compared with their control counterparts (Fig. 5A–D), indicating that they had impaired metastatic features. In contrast, we did not find statistically significant metastatic defects in *Hmgcs1* knockdown cells under the same experimental conditions (Fig. 5A–D). Thus, the reduced number of metastatic nodules formed by these cells in the orthotopic transplants is likely a mere reflection of their primary tumorigenesis defects (Fig. 3A,B).

**Fig. 4:**
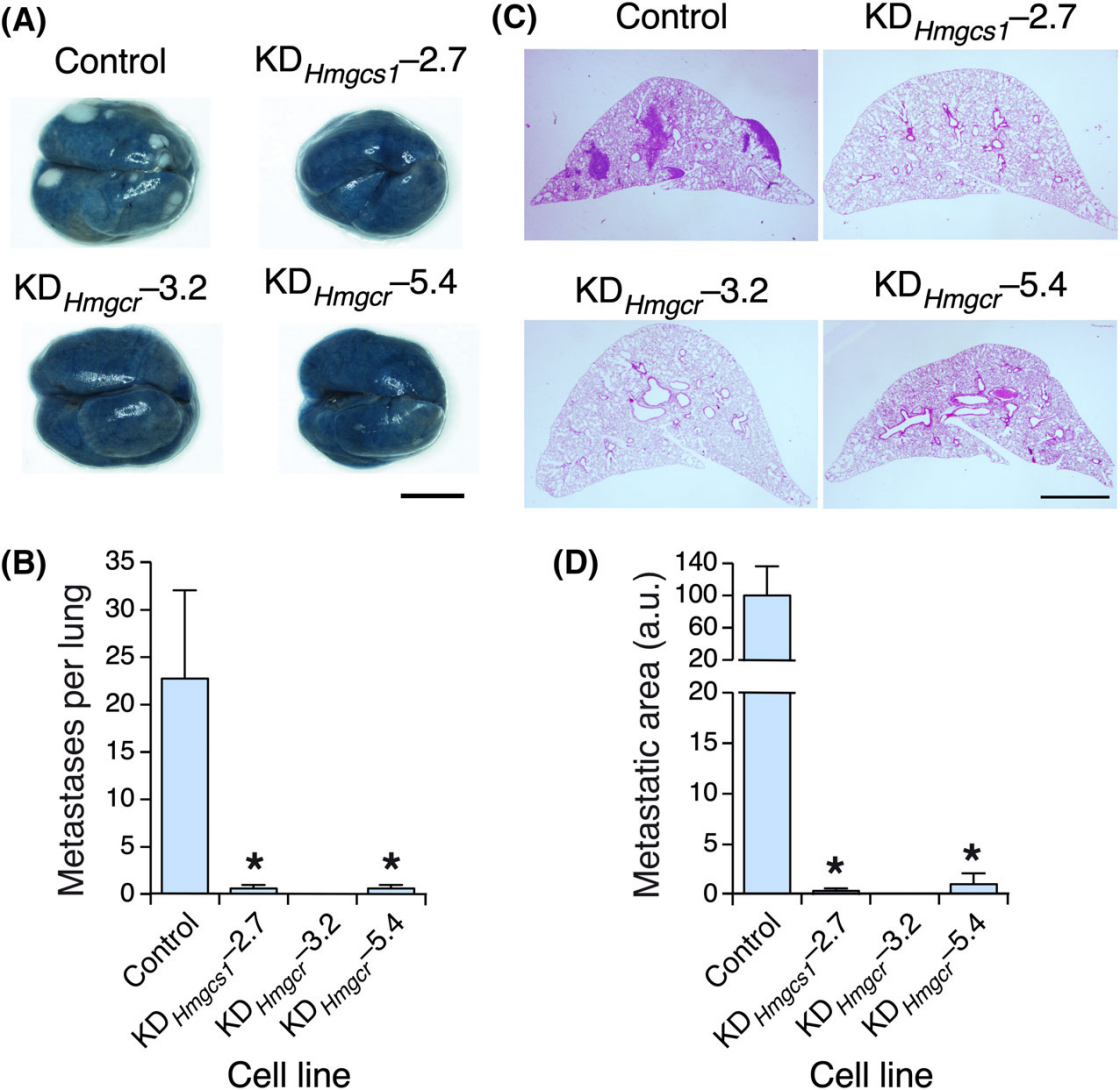
HMGCR is important for lung metastasis. (A, B) Representative image (A) and quantification (B) of the metastases found in tumor‐bearing animals orthotopically transplanted with the indicated cell lines. In A, scale bar = 500 μm. (C, D) Representative image (C) and quantification (D) of the size of metastases found in the experiments shown in A and B. In (C), scale bar = 1 mm. Data shown in panels B and D represent the means ± SEM. *P ≤ 0.05 relative to the control using the Student's *t*‐test. In (A), *n* = 5 animals per condition, 1 independent experiment. In (C), *n* = 3 lung sections per mice, 5 animals in each experimental condition, 1 independent experiment.

**Fig. 5:**
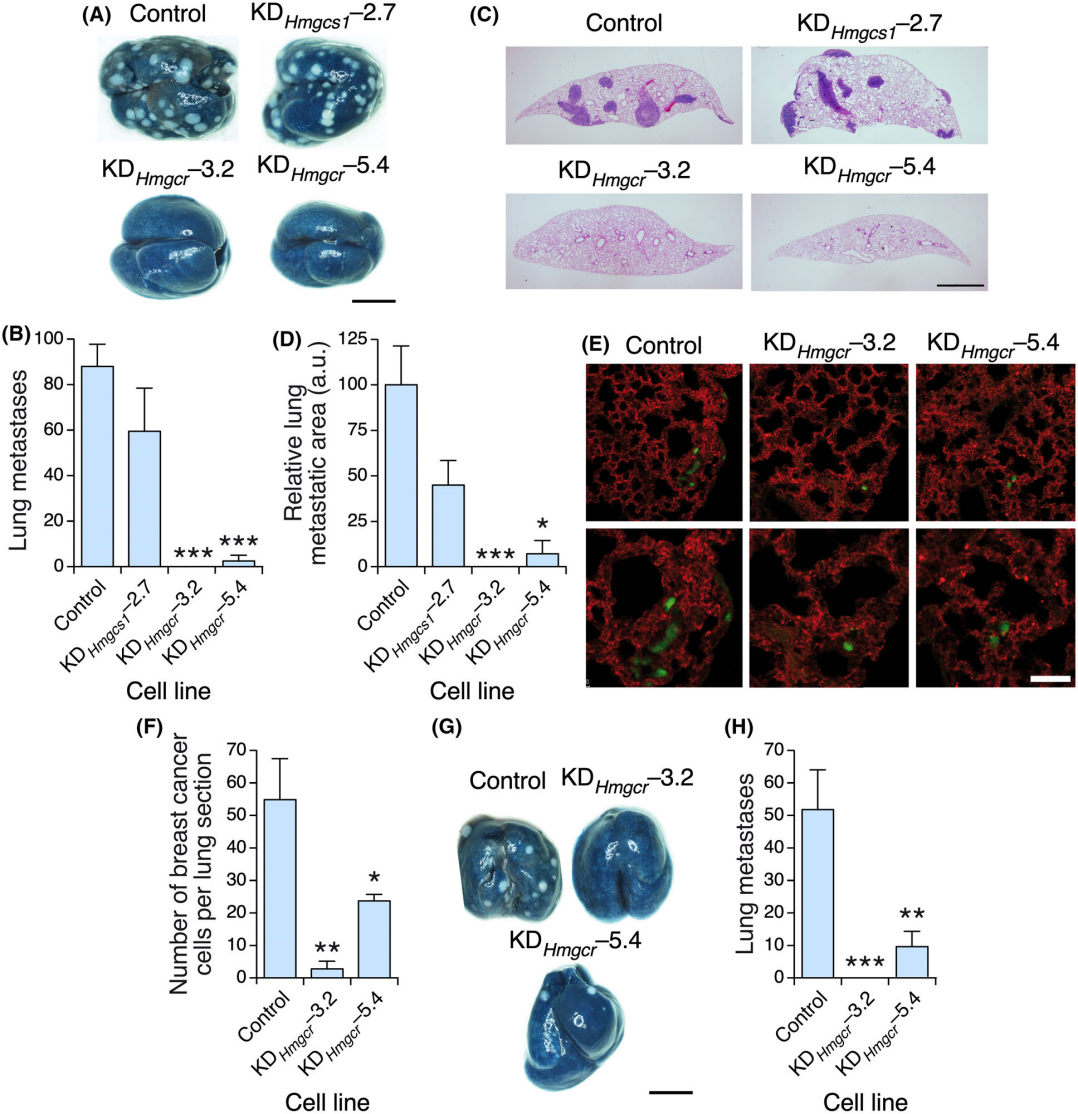
HMGCR is important for the extravasation of 4T1 cells and their fitness in the lung parenchyma. (A, B) Representative image (A) and quantification (B) of the metastases formed by the indicated intravenously injected 4T1 cells. In (A), scale bar = 500 μm. (C, D) Representative image (C) and quantification (D) of the size of the metastasis found in panel A. In (C), scale bar = 1 mm. (E, F) Representative image (E) and quantification (F) of the experiments carried out to measure the extravasation rates of the indicated cell lines into the lung parenchyma. In (E), scale bar = 25 μm. (G, H) Representative image (G) and quantification (H) of the metastases generated by the indicated cell lines upon being intravenous injected into monocrotaline‐treated mice. In (G), scale bar = 500 μm. Data shown in panels B, D, F, and H represent the means ± SEM. *P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001 relative to the control using the Student's *t*‐test. In (A, B, G, H), *n* = 5 animals per experimental condition, 1 independent experiment. In (D, F), *n* = 3 lung sections per mice, 5 animals in each experimental condition, 1 independent experiment.

These results suggest that the depletion of HMGCR affects the extravasation and/or implantation properties of 4T1 cells in the lung parenchyma. To investigate potential defects in the extravasation step, we intravenously injected control and knockdown cells that were preincubated with a cell‐permeable green chromophore to facilitate detection in the lung parenchyma 48 h after the extravasation step using confocal microscopy. Before euthanasia, we stained the lung capillaries with a rhodamine‐conjugated lectin to visualize cancer cells both in the capillaries and in the lung parenchyma. We found that the injected KD_*Hmgcr*_–3.2 and KD_*Hmgcr*_–5.4 cells, unlike the control cells, could not efficiently extravasate to the lung parenchyma (Fig. 5E,F). To evaluate whether these cells could also have survival defects upon extravasation, we next intravenously injected the interrogated cell lines into recipient mice that were pretreated with monocrotaline. This toxin increases the permeability of the lung vascular endothelium [58] and, therefore, facilitates colonization of the lung parenchyma by cells that are defective in the extravasation step [27, 59]. We observed that *Hmgcr* knockdown cells could not efficiently form metastatic nodules in the lungs of the recipient mice (Fig. 5G,H). Collectively, these results indicate that HMGCR is required for both the extravasation and survival of 4T1 cells in the lung niche.

### 3.5 HMGCR affects gene expression programs associated with different cancer hallmarks

The protumorigenic and prometastatic effects of the mevalonate pathway described above led us to characterize the biological programs that are controlled by this metabolic route in breast cancer cells. To this end, we generated an HMGCR‐overexpressing 4T1 cell derivative and subsequently performed genome‐wide expression analyses to identify genes that, when compared with those in control cells, were regulated in opposite directions in HMGCR‐overexpressing versus *Hmgcr* knockdown 4T1 cells. 

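The arrays measured mRNA in 4T1 cells, a mouse mammary carcinoma line, that received an HMGCR-encoding vector or an shRNA against Hmgcr, and in cells with the corresponding empty vectors. HMGCR converts HMG-CoA into mevalonate and is the rate-limiting enzyme of the pathway. There were 15 arrays in 5 groups of 3: cells with the empty pLVX vector, HMGCR-overexpressing cells, cells with the empty pLKO vector, and Hmgcr knockdown derivatives A and B, named as in the sample labels. The labels do not say which of the knockdown derivatives named in the paper A and B are. No measured feature carries the symbol Hmgcr in the platform's table, so the level of the targeted gene was not analysed here. The paper's methods name a column kit for the RNA and the labels name Trizol. RNA was hybridized to Clariom S HT arrays, and the authors made log2 signals by robust multichip average (RMA), which adjusts for background, normalizes the arrays by quantiles and summarizes the probes of each transcript. The array medians were 4.27 to 4.36 in pLVX cells, 4.27 to 4.43 in HMGCR-overexpressing cells, 4.30 to 4.38 in pLKO cells, 4.33 to 4.37 in knockdown A and 4.25 to 4.30 in knockdown B. Of the 22142 transcript features tested, here called genes, 19527 have 1 gene symbol and 2615 have none. In at least 1 group, 9015 of them lay above the negative control level, the 95th percentile of the negative control probes, which was 5.23 to 5.86 on the log2 scale. Where one of the groups compared was not above that level, the difference is written as at least so many fold, computed after raising the values to that level on each array. No fold is given where both groups were not above it. Differences were tested with limma on all 15 arrays with 1 mean per group, and p-values were adjusted with the Benjamini-Hochberg method, with 0.05 as the threshold. The number of arrays limits the precision, and the labels call them biological replicates without saying whether they were separate cultures. The deposit's description counts the knockdown as 2 independent experiments with 3 replicates each and does not assign arrays to them.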

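In HMGCR-overexpressing cells, 93 genes were higher and 75 were lower than in pLVX cells. Mmp3, which encodes the matrix metalloproteinase stromelysin, was at least 9.78-fold higher (log2 signal 8.86 ± 0.30 against 5.24 ± 0.30, SD, n = 3 arrays each, adjusted p = 4.23e-07 from limma). The vascular cell adhesion molecule gene Vcam1 rose by a log2 fold change of 2.15 (standard error 0.28, adjusted p = 0.00115). Lama3, which encodes a laminin chain of epithelial basement membranes, was at least 6.39-fold lower (4.54 ± 0.35 against 8.11 ± 0.22, SD, n = 3 arrays each, adjusted p = 0.000209 from limma). In knockdown A, 116 genes were higher and 154 lower than in pLKO cells. Il1a, which encodes the cytokine interleukin 1α, was at least 13.6-fold higher there (9.31 ± 0.37 against 3.88 ± 0.35, SD, n = 3 arrays each, adjusted p = 4.71e-09 from limma). The syndecan gene Sdc3 was at least 10.4-fold lower (5.51 ± 0.41 against 9.19 ± 0.71, SD, adjusted p = 0.000143). In knockdown B, 367 genes were higher and 272 lower. Among them, Nt5dc2 had a log2 fold change of −2.62 (standard error 0.12, adjusted p = 6.38e-08), and Ccn2, which encodes connective tissue growth factor, one of −2.32 (standard error 0.15, adjusted p = 2.73e-06). Il1a was also higher in knockdown B, at least 1.65-fold (adjusted p = 2.08e-05). Both derivatives shared 35 higher and 47 lower genes, where independent lists would share 1.92 and 1.89, and a part of this excess may come from the pLKO arrays used in both comparisons. Another 11 genes passed the test in both with opposite directions. Across genes, which are not independent replicates, the changes in A and B correlated at r = 0.32, against 0.50 in simulated groups without any effect of the knockdown. Their covariance was 0.0388 against 0.0286. The simulated arrays had independent noise, while real arrays of different groups deviated together in part. These values therefore cannot decide how far A and B agree. With both derivatives averaged, 144 genes were higher and 146 lower than in pLKO cells. The arrays of replicate 3 deviated from their groups together, and without these 5 arrays 107 genes passed in overexpression, 162 in knockdown A, 417 in knockdown B and 195 in the averaged knockdown. With the replicate number as a block, which pairs the arrays of knockdown B with those of pLKO, 1483 genes passed in knockdown B instead of 639. With the arrays of the compared groups alone in the fit, 54 genes passed in overexpression instead of 168, and 87 in knockdown A instead of 270. Leaving out 1 array gave 95 (without overexpression replicate 1) to 183 genes in overexpression, 137 (without pLKO replicate 2) to 297 in knockdown A, 251 (without knockdown B replicate 1) to 1019 (without pLVX replicate 1) in knockdown B, and 112 (without pLKO replicate 1) to 390 in the averaged knockdown.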

We found 443 genes (thereafter referred to as the “HMGCR‐dependent gene signature”) that fulfilled these criteria (Fig. 6A). 

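Of the genes tested here, 22 were higher in HMGCR-overexpressing cells and lower in Hmgcr knockdown cells, and 17 were lower in the former and higher in the latter. These 39 genes, 34 of them with a symbol, passed the threshold in overexpression against pLVX and in the averaged knockdown against pLKO. The count was 20 without pLKO replicate 1, 22 without pLKO replicate 2, 24 and 25 without overexpression replicate 1 and 3, and 21 with the arrays of the compared groups alone in the fit. Without all replicate 3 arrays it was 28, 17 of them among the 39. Among the higher genes in overexpression was Hhip, which encodes a protein that binds and inhibits Hedgehog ligands (log2 fold change 1.86, standard error 0.21, adjusted p = 0.000423). It was at least 3.78-fold lower in the knockdown (5.92 ± 0.78, n = 6 arrays, against 8.06 ± 0.22, n = 3, SD, adjusted p = 2.14e-05 from limma). Cyp1b1, a cytochrome P450 that oxidizes xenobiotics and steroids, was at least 4.79-fold higher in overexpression (adjusted p = 2.47e-05) and at least 2.47-fold lower in the knockdown (adjusted p = 9.85e-05). Sting1, the adaptor of cytosolic DNA sensing, was at least 5.12-fold higher in overexpression (adjusted p = 6.78e-06) and had a log2 fold change of −1.24 in the knockdown (standard error 0.16, adjusted p = 0.000703). Among the lower genes was Krt14, a keratin of basal epithelial cells, which was at least 4.40-fold lower in overexpression (4.52 ± 0.30 against 7.58 ± 0.44, SD, n = 3 arrays each, adjusted p = 4.22e-06 from limma). In the knockdown Krt14 rose by a log2 fold change of 2.88 (standard error 0.18, adjusted p = 9.63e-07), and Lama3 rose by 2.70 (standard error 0.33, adjusted p = 0.00058). Ubqln2, a ubiquilin that delivers proteins to the proteasome, was at least 3.18-fold lower in overexpression (adjusted p = 1.05e-05) and at least 2.83-fold higher in the knockdown (adjusted p = 1.85e-06). It was below the negative control level in pLKO cells too. In 37 of the 39 genes both knockdown derivatives lay on the same side of pLKO. Selection on their mean and the shared pLKO arrays favour this, so it does not show agreement of independent derivatives. Independent lists would share 1.10 genes with opposite directions. A further 5 genes passed in both comparisons with the same direction, and they are named after their values were seen: Mgst1 and Lmo7 were higher, and Mall, Ccn2 and Osr1 were lower. All 5 passed in knockdown B and none in knockdown A. Across all genes, which are not independent replicates, the changes in overexpression and averaged knockdown correlated at r = −0.03 (Spearman's rho 0.05), and 48.0% of the genes had opposite signs. In 22 of the 39 genes (56.4%) both directions were kept when the controls were exchanged between the comparisons, and 16 of the 39 differed between pLVX and pLKO cells themselves. In 13 of the 39, overexpression and each derivative lay on opposite sides of both controls. Among the genes named above, Hhip, Krt14 and Lama3 kept both directions with the derivatives averaged, and Cyp1b1, Sting1 and Ubqln2 did not. Singly, Hhip in knockdown B (6.61 against 6.50 in pLVX) and Lama3 in knockdown A (8.00 against 8.11) did not either. The mean of Sting1 was 7.93 in HMGCR-overexpressing, 5.38 in pLVX and 7.73 in pLKO cells, and that of Ubqln2 was 3.63, 7.11 and 3.64. The count was 16 when each knockdown derivative had to pass, 278 at an unadjusted p under 0.05 in both comparisons, and 578 for overexpressing cells tested directly against knockdown cells.

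**Figure D1:**
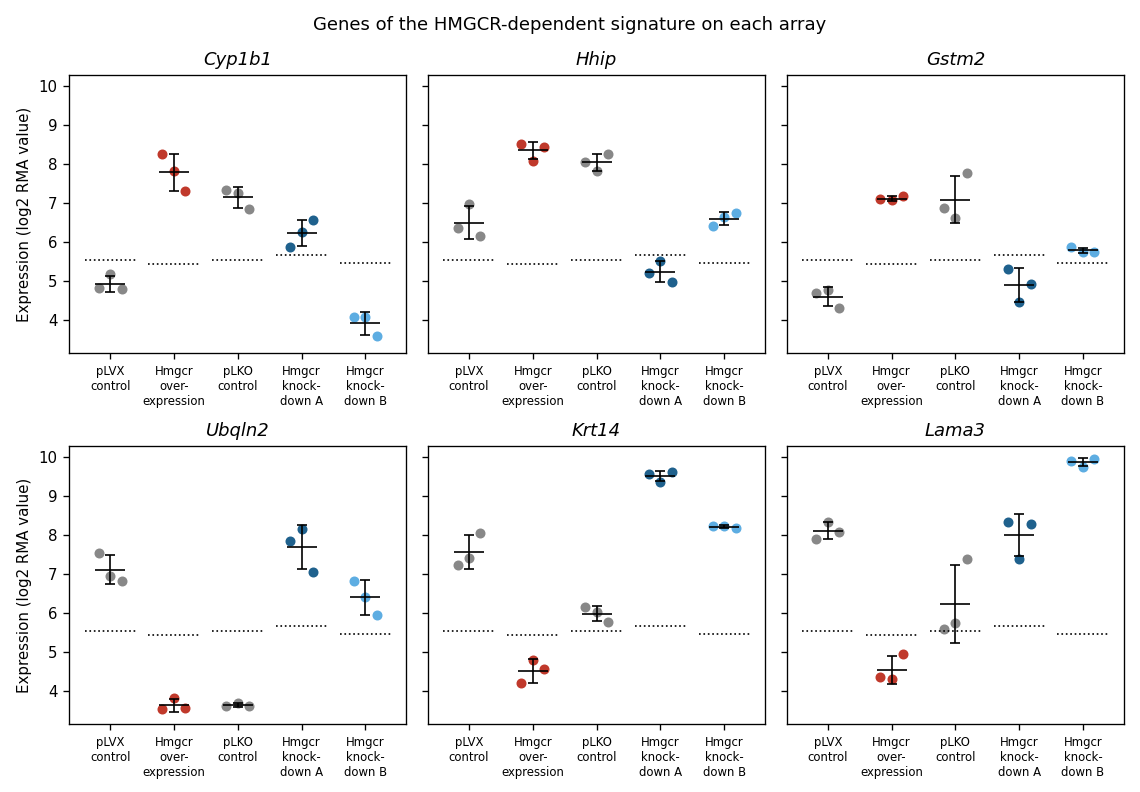
Log2 RMA signal of Cyp1b1, Hhip, Gstm2, Ubqln2, Krt14 and Lama3 in the 5 groups of 4T1 cells. Points are arrays, bars are the mean ± SD of 3 arrays, and the dotted line is the negative control level; Krt14 lies at 9.51 on average in knockdown A and at 4.52 in HMGCR-overexpressing cells.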

GSEA‐based annotation studies revealed that this gene signature is related to the expression of gene sets associated with proliferation‐related processes (K‐RAS, mTORC1, E2F, MYC, the G_2_/M checkpoint, ultraviolet response), basic metabolic programs (mTORC1, glycolysis, oxidative phosphorylation, xenobiotic responses, hypoxia, heme metabolism, protein secretion), and immune responses (interferon γ, allograft rejection, complement) (Fig. 6B and Fig. S5). 

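Transcripts of xenobiotic metabolism were higher in HMGCR-overexpressing cells than in pLVX cells. Of 23 measured genes in a list of this group, 3 were higher and none was lower (5 higher when adjusted over the list alone). Besides Cyp1b1 these were the glutathione transferase genes Gstm1, at least 1.08-fold higher (5.65 ± 0.21 against 3.41 ± 0.10, SD, n = 3 arrays each, adjusted p = 0.000175 from limma), and Mgst1, at least 2.21-fold higher (adjusted p = 0.00609). Nqo1, a quinone reductase and target of the transcription factor NRF2, had a log2 fold change of 1.63 (standard error 0.36, adjusted p = 0.0557). Against other genes the list was higher in camera, limma's competitive test of gene sets (adjusted p = 3.64e-05, and adjusted p = 0.0145 with an estimated correlation). In the averaged knockdown Mgst1 was higher and Cyp1b1 lower, both past the threshold in knockdown B and not in A (5 lower when adjusted over the list alone), and the list's adjusted p was 0.291. Egln3, a prolyl hydroxylase that marks hypoxia-inducible factors for degradation, rose by a log2 fold change of 2.10 in overexpression (standard error 0.33, adjusted p = 0.0061) and was at least 1.38-fold lower in the averaged knockdown (adjusted p = 0.0466). The lower value came from knockdown A, with a mean of 4.06 against 7.11 in pLKO cells, while knockdown B had 7.63. It was the only higher gene among 23 of the hypoxia response against pLVX, and Car9, a carbonic anhydrase, was lower with both groups not above the negative control level. Of 25 genes induced by RAS and MAPK signalling, 2 were higher and none was lower (4 higher and 2 lower when adjusted over the list alone). These were Etv1, an ETS transcription factor (log2 fold change 1.33, standard error 0.25, adjusted p = 0.017), and Dusp6, a phosphatase of ERK (0.80, standard error 0.16, adjusted p = 0.0285). None of 29 interferon γ response genes passed in limma, 5 were higher and none lower at an unadjusted p under 0.05, and 2 were higher when adjusted over the list alone. In a GSEA of the 3 overexpressing against the 6 knockdown arrays, ranked by signal-to-noise ratio with 1000 gene-set permutations, the xenobiotic list had a normalized enrichment score (NES) of 2.13 (q = 0.0009). The hypoxia list had 2.08 (q = 0.0005). The interferon γ list had 1.60 (q = 0.154) and the RAS and MAPK list 1.59 (q = 0.123). MSigDB sets were not used here: lists written from textbook knowledge stood for 14 of the raised sets, and 12 of them had an NES above 0. Ranked by overexpression against pLVX, the hypoxia list had an NES of 1.11 (q = 0.48). It was higher in pLVX than in pLKO cells (camera adjusted p = 2.89e-05), and the xenobiotic list was lower there (adjusted p = 0.0228), each with an adjusted p = 0.203 with an estimated correlation.

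**Figure D2:**
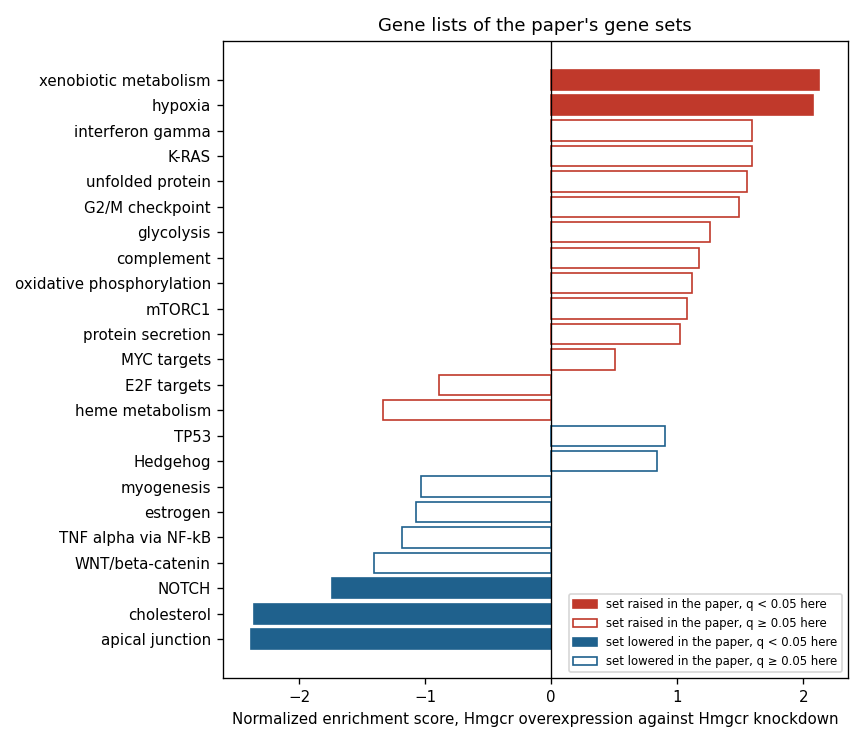
NES of 23 gene lists in HMGCR-overexpressing against Hmgcr knockdown cells. Each bar is a list, red for raised and blue for lowered sets in the paper, filled where q is under 0.05. The highest is xenobiotic metabolism at 2.13 and the lowest apical junction at −2.38.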

The reduction of oxidative phosphorylation‐related gene sets agrees with our previous metabolic experiments performed in *Hmgcr* knockdown cells (Fig. S4). In addition, we found that depletion and overexpression of HMGCR correlated with reduced (Fig. S6A) and increased (Fig. S6B) levels of PI3K signaling in insulin growth factor 1‐stimulated 4T1 cells, respectively. 

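None of 76 measured genes of oxidative phosphorylation passed the threshold in limma in the averaged Hmgcr knockdown, with or without adjustment over the list alone. With the replicate number as a block 2 were higher in the averaged knockdown, Ndufs6 and Uqcrfs1, and none was lower. At an unadjusted p under 0.05, 11 were higher and 2 lower than in pLKO cells. Uqcrfs1, the Rieske protein of complex III, had a log2 fold change of 0.76 (standard error 0.22, adjusted p = 0.129), and Ndufa8, a subunit of complex I, one of 0.49 (standard error 0.13, adjusted p = 0.111). Atp5e, a subunit of ATP synthase, had −0.77 (standard error 0.21, adjusted p = 0.114). As a list, the genes were higher in the averaged knockdown in camera: 46 of 76 had a positive change, with a median log2 fold change of 0.15 (adjusted p = 0.0115, and adjusted p = 0.944 with an estimated correlation). The list was also higher in pLVX than in pLKO cells (adjusted p = 0.00935, and adjusted p = 0.934 with an estimated correlation). In knockdown B, Atp5b, the catalytic β subunit of ATP synthase, was higher (log2 fold change 0.86, standard error 0.21, adjusted p = 0.0387) and Atp5e was lower (−1.32, standard error 0.25, adjusted p = 0.00999). When adjusted over the list alone these were 8 higher and 1 lower, and the camera adjusted p of the list was 0.0162 (adjusted p = 0.911 with an estimated correlation). In knockdown A, Ndufv1, a subunit of complex I, was higher (0.55, standard error 0.12, adjusted p = 0.0401), none was lower, and the list's adjusted p was 0.181. In HMGCR-overexpressing cells none of the 76 passed in limma, 4 were higher and none lower at an unadjusted p under 0.05, and 49 had a positive change (median log2 fold change 0.09, camera adjusted p = 0.337). Overexpressing cells against knockdown cells gave the list an NES of 1.12 (q = 0.526). Ranked by knockdown against pLKO, it passed towards higher in the knockdown (NES −1.95, q = 0.0245), and with the changes adjusted for the controls it had −1.09 (q = 0.468).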

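Some genes of epithelial cell junctions were lower in HMGCR-overexpressing cells than in pLVX cells. Of 30 measured apical junction genes, 4 were lower and none was higher (6 lower when adjusted over the list alone). Among them was Cdh1, which encodes E-cadherin (log2 fold change −0.74, standard error 0.14, adjusted p = 0.0239). The others were the claudin genes Cldn4 (−2.85, standard error 0.50, adjusted p = 0.0114) and Cldn7 (at least 2.02-fold lower, adjusted p = 0.00139), and Epcam. This gene encodes an epithelial adhesion molecule and was at least 2.03-fold lower (4.17 ± 0.55 against 6.46 ± 0.77, SD, n = 3 arrays each, adjusted p = 0.00472 from limma). In the averaged knockdown 1 of the 30, Crb3, was higher with both groups not above the negative control level. Epcam had a log2 fold change of 0.95 (standard error 0.30, adjusted p = 0.185). The list was lower in overexpression in camera (adjusted p = 0.00241, and adjusted p = 0.278 with an estimated correlation) and higher in the averaged knockdown (adjusted p = 0.0379, and adjusted p = 0.938 with an estimated correlation). In knockdown B alone its camera adjusted p was 0.367. Cldn7 passed as higher in A and as lower in B (means 7.38 and 4.69, against 5.90 in pLKO cells). With the replicate number as a block, 2 of the 30 were higher and 0 lower in A, and 6 were higher and 3 lower in B. Genes of the NOTCH pathway moved in both directions. Jag1, which encodes a NOTCH ligand, fell by 0.72 on the log2 scale in overexpression (standard error 0.14, adjusted p = 0.0257) and rose by 1.56 in the knockdown (standard error 0.12, adjusted p = 8.52e-06). Its fall depends on the control: the mean was 7.11 in overexpression, 7.83 in pLVX and 6.93 in pLKO cells (adjusted p = 0.0098 between these). Other ligand genes were Dll1, at least 2.64-fold higher in the knockdown (adjusted p = 8.04e-05), and Jag2, at least 1.45-fold lower (adjusted p = 7.51e-05), and no other of the 27 genes passed in these 2 comparisons. Of 26 genes of WNT and β-catenin signalling, Apcdd1, an inhibitor of the pathway, was higher in overexpression (log2 fold change 1.95, standard error 0.40, adjusted p = 0.0314), and none was lower (3 lower when adjusted over the list alone). Ptch1, a receptor and target gene of Hedgehog signalling, rose by 0.56 in the knockdown (standard error 0.12, adjusted p = 0.036) and had −0.58 in overexpression (standard error 0.14, adjusted p = 0.0904). Of 28 TP53 target genes, Perp, of desmosomes (−0.81, standard error 0.15, adjusted p = 0.0142), and the kinase gene Plk2 (−1.16, standard error 0.21, adjusted p = 0.0162) were lower in overexpression and none was higher. Of the 9 lists standing for lowered sets, 7 had an NES below 0 in overexpressing against knockdown cells, and 3 passed at q under 0.05. Among these were apical junction, with −2.38 and a q of 0, the smallest that these permutations can give, and NOTCH, with −1.74 (q = 0.0381). The NOTCH list did not pass in other rankings: q was 0.362 with the changes adjusted for the controls, 0.616 when ranked by overexpression (NES 0.96), 0.333 by knockdown, and 0.0616 with a plain SD, chosen after the data were seen. Ranked by knockdown against pLKO 1 of the 9 passed, and none did in camera with an estimated correlation on overexpressing against knockdown cells (3 did at the preset correlation). Besides NOTCH, other lists changed sign with the ranking: by overexpression against pLVX, TNFα had an NES of 1.57 (q = 0.0803) and TP53 −1.27 (q = 0.261).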

We also found that the downregulated gene sets were linked to specific signaling responses (estrogens, Hedgehog, NOTCH, TP53, tumor necrosis factor α, WNT–β‐catenin) and biological programs (apical junctions, myogenesis) (Fig. 6B and Fig. S7). Interestingly, the overexpression and depletion of HMGCR promoted the downregulation and upregulation of some enzymes of the mevalonate pathway, respectively (Fig. 6B,C). This phenomenon was associated with the parallel downregulation of the SREBF target signature in HMGCR‐overexpressing cells (Fig. 6D). This is probably a consequence of the activation of compensatory mechanisms to maintain an adequate metabolic output from this route. 

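In HMGCR-overexpressing cells, 2 enzymes of sterol synthesis downstream of HMGCR were lower than in pLVX cells. Sqle, the squalene epoxidase gene, fell by 1.26 on the log2 scale (7.61 ± 0.36 against 8.88 ± 0.20, SD, n = 3 arrays each, standard error 0.23, adjusted p = 0.0157 from limma). Fdft1, the squalene synthase gene, fell by 0.98 (8.71 ± 0.08 against 9.69 ± 0.29, SD, standard error 0.17, adjusted p = 0.0138). Of 14 measured enzymes of the mevalonate and sterol pathway, these 2 were lower and none was higher (4 lower when adjusted over the list alone), and 2 of the 14 had a positive change. Hmgcs1, which makes the substrate of HMGCR, had a limma adjusted p of 0.0819 in overexpression. With the replicate number as a block it was 0.0325, although numbers did not pair these arrays. The log2 fold change of Hmgcs1 in overexpression was −0.98 (standard error 0.23). In knockdown B it was 1.27 (10.45 ± 0.38 against 9.18 ± 0.28, SD, n = 3 arrays each, standard error 0.23, adjusted p = 0.00893 from limma). In knockdown A it was 0.42 (standard error 0.23, adjusted p = 0.723). Cyp51, the lanosterol demethylase gene, had −0.89 in overexpression (standard error 0.22, adjusted p = 0.108) and 0.68 in the averaged knockdown (standard error 0.19, adjusted p = 0.124). Dhcr7, the enzyme of the last step to cholesterol, had 0.32 in overexpression (standard error 0.23, adjusted p = 0.87) and −0.32 in the averaged knockdown (standard error 0.20, adjusted p = 0.642). In the averaged knockdown 13 of the 14 had a positive change, none passed in limma, 4 were higher and none lower at an unadjusted p under 0.05, and 2 were higher when adjusted over the list alone. With the replicate number as a block Hmgcs1 was higher there and none was lower. As a list the enzymes were lower in overexpression (median log2 fold change −0.58, camera adjusted p = 3.49e-06, and adjusted p = 0.278 with an estimated correlation). They were higher in the averaged knockdown (median 0.34, adjusted p = 0.00381, and adjusted p = 0.944 with an estimated correlation). The list differed between the knockdown derivatives (adjusted p = 0.0024, and adjusted p = 0.539 with an estimated correlation): in B 13 of 14 had a positive change (median 0.54), and in A 7 did (median 0.00). Overexpressing cells against knockdown cells gave it an NES of −2.26. Without the third pLKO array its adjusted p in the averaged knockdown was 0.142.

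**Figure D3:**
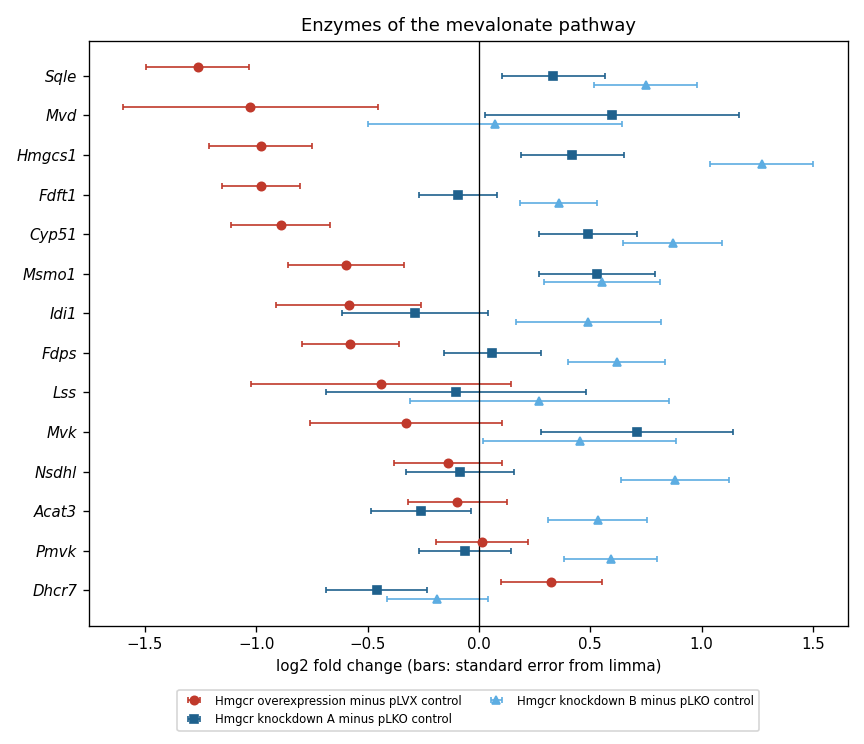
Log2 fold change of 14 enzymes of the mevalonate and sterol pathway in HMGCR-overexpressing cells against pLVX and in knockdown A and B against pLKO. Points are limma estimates from 3 arrays a group and bars are their standard errors; Sqle lies at −1.26 in overexpression, and Hmgcs1 at 1.27 in knockdown B.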

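Of 36 measured targets of SREBF, the transcription factors that respond to low sterol, 3 were lower and none was higher in HMGCR-overexpressing cells than in pLVX cells (6 lower when adjusted over the list alone). The median log2 fold change of the list was −0.35 in overexpression, where 9 of 36 had a positive change (camera adjusted p = 2.76e-07, and adjusted p = 0.406 with an estimated correlation). It was 0.23 in the averaged knockdown, where 30 of 36 had a positive change (adjusted p = 0.00383, and adjusted p = 0.944 with an estimated correlation). Among the lower ones was Hsd17b7, a ketoreductase of cholesterol synthesis (7.55 ± 0.17 against 8.52 ± 0.27, SD, n = 3 arrays each, log2 fold change −0.97, standard error 0.18, adjusted p = 0.017 from limma). The others were Sqle and Fdft1. Scd1, which encodes a fatty acid desaturase, had −1.48 in overexpression (standard error 0.44, adjusted p = 0.219) and 1.15 in the averaged knockdown (standard error 0.38, adjusted p = 0.214). With the replicate number as a block its adjusted p was 0.00834 and 0.0144. In limma none of the 36 passed in the averaged knockdown, 10 were higher and 2 lower at an unadjusted p under 0.05, and 2 were higher and 1 lower when adjusted over the list alone. With the block 3 passed as higher, Hmgcs1 and Scd1 among them, and 1 as lower. In knockdown B, Hmgcs1, Acly, which makes cytosolic acetyl-CoA (log2 fold change 0.97, adjusted p = 0.0399), and the fatty acid elongase gene Elovl6 (0.99, adjusted p = 0.0333) were higher and none was lower. When adjusted over the list alone 10 were higher, and the list's camera adjusted p was 6.53e-05 (adjusted p = 0.78 with an estimated correlation). In knockdown A the malic enzyme gene Me1 was lower (list camera adjusted p = 0.764). The difference between A and B had an adjusted p of 0.00083 (adjusted p = 0.539 with an estimated correlation). Overexpressing against knockdown cells gave the list an NES of −2.36, with a q of 0. Without the third pLKO array the list's adjusted p in the averaged knockdown was 0.433. The paper associates the change of the pathway's enzymes with this signature and proposes that compensatory mechanisms keep up the output of the route.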

Further GSEA analyses indicated a significant level of overlap between the HMGCR‐ and VAV2;VAV3‐dependent gene signatures in 4T1 cells (Fig. 6E), indicating a close functional association between these metabolic and signaling pathways.

**Fig. 6:**
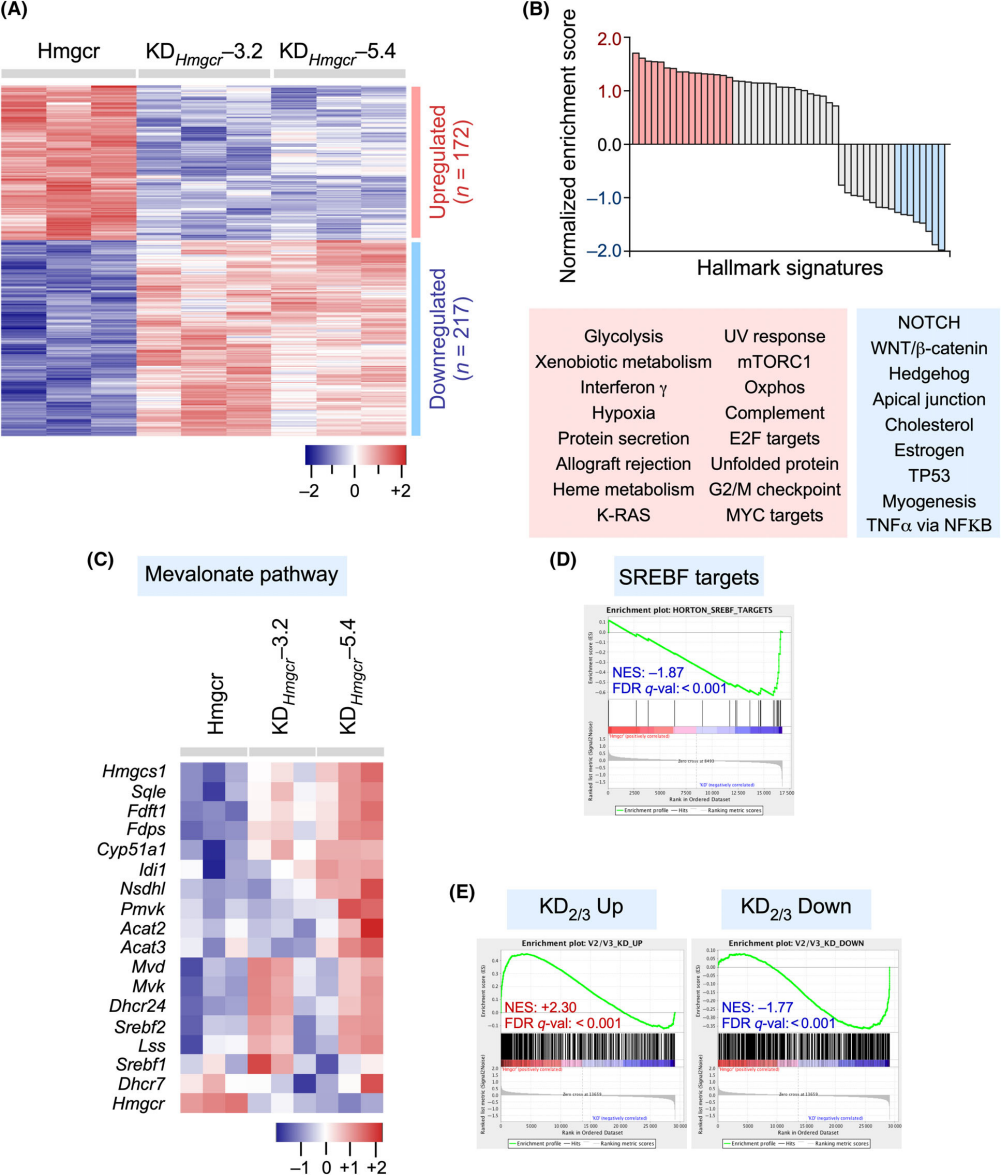
HMGCR affects gene expression programs associated with different cancer hallmarks. (A) Heatmap showing the transcripts whose expression was upregulated (red) or downregulated (blue) in the indicated 4T1 cell lines (top). Triplicates for each cell line (columns) are shown. Relative changes in abundance are shown in color gradients according to the scale shown at the bottom. (B) Main functional categories encoded by the upregulated (red) and downregulated (blue) HMGCR‐dependent transcripts. (C) Heatmap showing the expression of the genes of the mevalonate pathway in the indicated cell lines. Triplicates for each cell line (columns) are shown. The color codes are the same as those used in panel A. (D) GSEA showing the reduced expression levels of the SREBF gene signature in HMGCR‐overexpressing 4T1 cells. (E) GSEA showing the overlap between the VAV2;VAV3‐ and HMGCR‐dependent transcriptomes.

### 3.6 The HMGCR‐dependent gene signature has prognostic value

We finally investigated the prognostic value of the *HMGCR* transcript levels and of gene signatures directly associated with either the mevalonate pathway or the HMGCR‐dependent gene transcriptome. As a control, we used three previously described gene signatures that exhibit different stratification features when used in breast cancer patients: (a) VAV2;VAV3‐dependent “Signature A” (109 gene probe sets), which is directly related to the acquisition of a mesenchymal state by 4T1 cells [28]; (b) VAV2;VAV3‐dependent “Signature B” (120 gene probe sets), which encompasses genes whose expression is directly correlated with the capacity of 4T1 cells to form lung metastases [27]; and (c) the MammaPrint gene signature, which is widely used in the clinic (70 genes) [60]. To this end, these signatures were used to interrogate microarray‐derived datasets from breast cancer patients that contained information about overall patient survival, chemoresistance‐related disease outcome, and/or lung metastasis‐free survival (see Section 2). We found that the abundance of either *HMGCR* mRNA (Fig. 7A, left panel, *P* = 0.121, *n* = 508 patients) or the entire set of mevalonate pathway‐related genes (Fig. 7A, right panel, *P* = 0.9526, *n* = 508 patients) did not have any stratification power in breast cancer patients. In contrast, the HMGCR‐related gene signature stratified breast cancer patients according to overall survival (Fig. 7B, *P* = 0.0072, *n* = 508 patients) or disease recurrence in chemotherapy‐insensitive patients (Fig. 7C, left panel; *P* = 0.0105, *n* = 339 patients). However, there was no predictive power in the case of disease recurrence when chemotherapy‐sensitive patients were interrogated (Fig. 7C, right panel; *P* = 0.6314, *n* = 169 patients) or for predicting metastasis development (Fig. 7D, *P* = 0.9734, *n* = 82 patients). This prognostic power was similar to that of the VAV2;VAV3‐dependent “Signature A” and the MammaPrint gene set in relation to overall survival (*P* = 0.0072 vs. 0.016 and 0.004, respectively), disease outcome in chemotherapy‐insensitive (*P* = 0.0105 vs. 0.015 and 0.035, respectively), and chemotherapy‐sensitive (no stratification power by any of them) of breast cancer patients (Fig. 7E). However, it was less efficient than MammaPrint in predicting lung metastasis‐free survival (no stratification power vs. *P* = 0.003) (Fig. 7E). The HMGRC‐dependent gene signature (as well as the VAV2;VAV3‐dependent “Signature A” and MammaPrint gene set) was much worse than the VAV2;VAV3‐dependent “Signature B,” as this latter gene set has stratification power for all the clinical parameters surveyed in these analyses (Fig. 7E). The best stratification power of this latter signature is probably due to its functional association with the tumorigenic and lung‐associated metastatic properties of breast cancer cells that have been previously described [27].

**Fig. 7:**
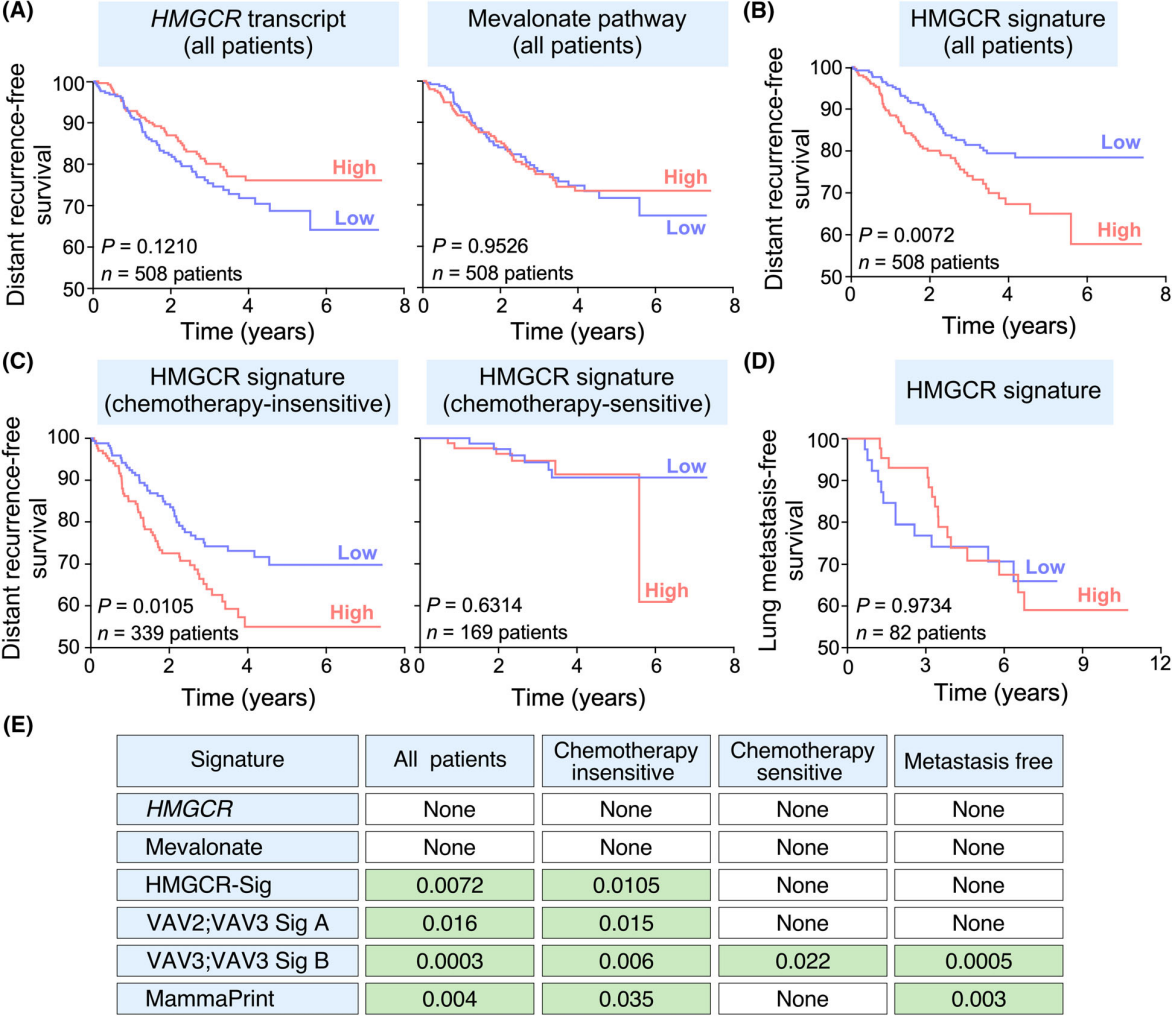
The HMGCR‐dependent gene signature has prognostic value. (A, B) Kaplan–Meier distance recurrent‐free survival according to the expression levels of the *HMGCR* transcript (A, left panel), mevalonate pathway enzyme‐encoding genes (A, right panel) or the HMGCR gene signature (B). High and low levels of expression are depicted in red and blue color, respectively. The Mantel–Cox *P*‐value and the number of patients are also indicated inside the graphs. The datasets used in these analyses were GSE25066 and GSE2603. (C, D) Kaplan–Meier distant recurrent‐free survival (C) and lung metastasis‐free survival (D) plots according to the enrichment of the HMGCR‐dependent gene signature in the indicated patient cohorts (top). The Mantel–Cox *P*‐value and the number of patients are indicated inside the graphs. The datasets used are those indicated above. The datasets used in these analyses were GSE25066 and GSE2603 (for survival analyses) and GSE2603 (for lung metastasis‐free survival analyses). (E) Prognostic value of the indicated gene signatures. The specific clinical parameters for which the interrogated gene signatures showed prognostic value are shaded in green. In this case, the Mantel–Cox *P*‐value is indicated.

## 4 Discussion

In this study, we demonstrated that the VAV family members VAV2 and VAV3 redundantly control the expression of genes encoding all the main enzymes of the mevalonate pathway in a RAC1‐ and SREBF‐dependent manner. Furthermore, by using knockdown cells for transcripts of two key enzymes of this metabolic pathway (HMGCS1 and HMGCR), we observed that the activity of this VAV‐dependent anabolic program is important for maintaining optimal primary breast tumorigenesis and effective metastasis of breast cancer cells to the lung. In the former case, we found that the depletion of endogenous HMGCS1 or HMGCR leads to defects in neoangiogenesis and, to a lesser extent, to increased levels of basal apoptosis in cancer cells within the tumor mass. Interestingly, it has been shown before that simvastatin, a well‐known inhibitor of HMGCR, blocks the angiogenic activity of mouse 4T1 and human MDA‐MB‐231 cells through an AMPK (5′ AMP‐activated protein kinase)‐ and HIF1α (hypoxia‐inducible factor 1α)‐dependent mechanism [61]. The antiangiogenic effects of simvastatin have also been observed in HER2^+^ colorectal models, although in this case the effects were associated with reduced secretion of vascular endothelial growth factor [62]. However, to the best of our knowledge, this is the first study in which such an effect is observed by direct interference with the normal levels of endogenous HMGCR or the upstream HMGCS1 in breast cancer cells. Our results also indicate that, in addition to HMGCR, the targeting of other enzymes of the mevalonate pathway (e.g., HMGCS1) could be an option for impairing the fitness of breast cancer tumors through the reduction of neoangiogenesis and the increase in basal rates of cancer cell apoptosis within the tumor mass.

The activation of the mevalonate pathway by VAV2 and VAV3 is RAC1‐ and SREBF‐dependent. The lack of stimulation of SREBF activity by active versions of RHOG, RHOA, or CDC42 suggests that this pathway must be engaged independently of PAK (which is stimulated by both RAC1 and CDC42) and serum response factors (which can be stimulated by all the GTPases that have been tested in our experiments). Using chemical inhibitors for specific signaling proteins, we also found that the stimulation of SREBF activity by RAC1^Q61L^ cannot be blocked by PI3K inhibitors or with the mTORC1 inhibitor rapamycin. In contrast, it could be abrogated when using dual mTORC1 and mTORC2 inhibitors such as torin1 and torkinib or a MEK inhibitor (U0126). This suggests that this pathway might be regulated by rapamycin‐insensitive downstream targets of mTORC1 (e.g., 4E‐BP1, lipin1) [4, 54, 63]. Given the PI3K independence of this pathway, it is likely that this downstream route could be engaged by an mTORC2‐dependent mechanism that leads to the stimulation of the AKT–mTORC1 axis. In line with this latter possibility, we have found that torin1 and torkinib, but not rapamycin, also inhibit the basal phosphorylation of the mTORC2‐targeted Ser^473^ residue of AKT in 4T1 cells (Fig. S2D, top panel). Previous reports have shown that mTORC2–AKT‐dependent mechanisms for SREBF activation are present in glioblastoma and liver [64, 65]. In addition, it has been shown that the MEK–ERK axis can contribute to SERBF activation through a phosphorylation‐mediated mechanism [52, 53].

It is likely that the effect of VAV2 and VAV3 on the mevalonate pathway could result in a widespread generation of the anabolic products of this route (Fig. 1B), although this awaits confirmation using detailed metabolic tracing experiments in KD_2/3_ cells. Despite this, our data demonstrated that the stimulation of the mevalonate pathway by VAV2 and VAV3 is clearly associated with the promotion of protumorigenic programs. However, it is important to underscore that the connection between mevalonate pathway activity and protumorigenic programs does not always take place. For example, a recent report has shown that the overexpression of the scaffolding protein p140^CAS^ (p130 Crk‐associated substrate‐associated protein of 140 kDa) can induce the mevalonate pathway while having an overall tumor suppressor effect in breast cancer cells [66]. This is because the overexpressed p140^CAS^ protein promotes the activation of three processes that counterbalance the effect on the mevalonate pathway: (a) exportation of the generated cholesterol to the extracellular space via the stimulation of ABC (ATP‐binding cassette) transporters; (b) transfer of the generated cholesterol to the plasma membrane, which leads to increased membrane rigidity and decreased cell motility of breast cancer cells overexpressing p140^CAS^; and (c) reduced incorporation of RAC1 into lipid rafts that, in turn, precludes optimal RAC1 signaling in p140^CAS^‐expressing cells [66]. So, in this case, the overexpression of p140^CAP^ seems to be detrimental rather than beneficial for the tumorigenic activity of breast cancer cells despite its positive effect on increasing the activity of the mevalonate pathway.

Our experiments also revealed that the contributions of endogenous HMGCS1 and HMGCR to the metastatic efficiency of 4T1 cells are due to two independent causes. In the case of the depletion of endogenous *Hmgcs1*, we observed that the lack of metastatic development was likely a mere indirect effect of the reduced tumor masses formed by the knockdown cells in the recipient mice. The same probably applies to *Hmgcr* knockdown cells, given that these cells can form tumor masses similar to those found in the recipient mice transplanted with the *Hmgcs1* knockdown cells. However, in this case, the *Hmgcr* knockdown cells also exhibited metastasis‐specific defects associated with the extravasation efficiency and subsequent fitness of the breast cancer cells within the lung niche. Similarly to the *in vivo* experiments, we have observed that *Hmgcr* knockdown cells have more aggravated defects in cell culture than the *Hmgcs1* counterparts when tested in MTT metabolization, ferroptosis, and mitochondrial metabolism assays. The reason for the more penetrant effect of the *Hmgcr* knockdown is unknown. It is possible that the depletion of HMGCR could induce a major metabolic impact on cells for two reasons. On the one hand, its depletion must have a major effect on the biosynthetic output of the mevalonate route, given that it is the key rate‐limiting step of this metabolic route. On the other hand, it is possible that the depletion of HMGCS1 could lead to a more general compensatory effect on the expression of other downstream enzymes of the same pathway, including HMGCR itself as shown in our qRT–PCR experiments (Fig. S3B,C). Alternatively, it is also feasible that HMGCS1 and HMGCR may have functions outside their canonical involvement in the mevalonate pathway. This idea is supported by previous studies showing that knocking down the *MVK* transcript, but not the *PMVK* or the *MVD* mRNAs, triggers the degradation of mutant TP53 in several cancer cell lines [67]. Further studies are needed to clarify this issue.

The observation indicating that the mevalonate pathway‐encoding genes are poorly expressed in nonmetastatic cell lines further indicates that this metabolic pathway is likely associated with the metastatic proficiency of breast cancer cells. Our functional assays also indicated that the knockdown of endogenous VAV2 and VAV3 proteins had a more widespread functional impact on the tumorigenic and metastatic properties of 4T1 cells than the depletion of either HMGCR or HMGCS1 (Fig. S8). Thus, in a previous work, we showed using orthotopic transplant experiments that *Vav2*;*Vav3* knockdown 4T1 cells exhibit proliferative, survival, angiogenic, and metastatic defects [27]. Elimination of some of the distal transcriptional targets of the VAV‐dependent pathway characterized in that study also elicited a greater functional impact on breast tumorigenesis and lung metastasis (e.g., INHβA, TACSTD2, COX2) (Fig. S8) [27]. In contrast, the effects of knocking down endogenous *Hmgcs1* mRNA and, to a greater extent, the *Hmgcr* transcript were more limited (Fig. S8).

To further address the impact of HMGCR function on 4T1 cells, we performed genome‐wide expression analyses to identify genes whose expression was directly dependent on the expression level of this enzyme. These studies indicated that the expression of this enzyme is important for sustaining the expression of gene sets closely linked to proliferation‐related processes, basic metabolic programs, and immune responses that probably contribute to the protumorigenic and prometastatic functions of this enzyme. We also found that the expression of this enzyme is associated with the downregulation of critical gene expression programs, such as those regulated by estrogens, Hedgehog, NOTCH, TP53, tumor necrosis factor α, or the WNT–β‐catenin axis. This latter observation is rather unexpected because the activity of those pathways (e.g., estrogens, NOTCH, Hedgehog) has been shown to be dependent on the mevalonate route in previous studies [68, 69, 70, 71]. Using immunoblot analysis, we also found a clear connection between proper levels of HMGCR and optimal PI3K signaling in insulin growth factor 1‐stimulated 4T1 cells.

We also assessed whether the expression levels of mevalonate pathway‐encoding genes and/or mevalonate pathway‐associated gene expression programs could help stratifying breast cancer patients. We did not find any statistically significant differences in breast cancer patient stratification according to the expression of either the *HMGCR* transcript or the mRNAs for the entire mevalonate pathway. In contrast, we found that the HMGCR‐dependent gene signature reported in this work has some prognostic value for breast cancer patients according to specific clinical features (distant recurrence‐free survival for nonstratified patients and for chemotherapy‐insensitive patients). This result is interesting, given that the mevalonate pathway has been associated with chemoresistance in small‐cell lung cancer and triple‐negative breast cancer [11, 72]. The stratification power of the HMGCR‐dependent gene signature was similar to (or even better) that of the other gene signatures tested in the present study (VAV2;VAV3‐dependent signature A; MammaPrint). However, this power is significantly worse than that provided by the VAV2;VAV3‐dependent signature B, which is directly associated with the ability of 4T1 cells to develop lung metastasis [27]. Indeed, this latter signature has prognostic value for all clinical parameters examined in this study, as previously shown [27, 28]. Taken together, these data suggest that the mevalonate pathway is an important, but not the unique VAV2;VAV3‐dependent pathway that contributes to the tumorigenic and metastatic properties of 4T1 cells. They also further emphasize the important role that both VAV2 and VAV3 play in breast cancer, namely the engagement of different distal transcriptional targets that contribute to overlapping but not identical manners to the malignant program of breast cancer cells. Future studies will undoubtedly unveil new VAV2;VAV3‐regulated programs involved in this tumorigenic process.

## 5 Conclusions

This study highlights the critical role of two VAV family members, VAV2 and VAV3, in regulating the mevalonate pathway in breast cancer cells through a RAC1‐ and SREBF‐dependent mechanism. Using loss‐of‐function experiments, we demonstrated that the expression of two upstream enzymes of this metabolic pathway, HMGCS1 and HMGCR, is crucial for the primary tumorigenesis of breast cancer cells *in vivo*. This process is linked to the regulation of both pro‐survival and neoangiogenic signals in the tumor mass. The depletion of HMGCR also impairs the extravasation of circulating breast cancer cells and their subsequent survival in the lung parenchyma. Consistent with these findings, *in silico* analyses have shown that the expression of mevalonate pathway‐encoding transcripts correlates with the metastatic efficiency of several breast cancer cell lines. HMGCR‐dependent gene signatures also have predicted value to stratify the long‐term survival of breast cancer patients. The impact of HMGCS1 and HMGCR in different cell parameters has been evaluated in cell culture, further indicating the more penetrant effect of HMGCR in the functional status of breast cancer cells. Collectively, these data suggest that the pharmacological inhibition of VAV proteins or mevalonate pathway enzymes, specifically HMGCR, may represent potential treatment avenues for breast cancer patients. However, they also indicate that inhibitors targeting mevalonate pathway components could lead to the compensatory upregulation of other enzymes in the same metabolic route, thus potentially reducing the efficacy of such treatments.

## Conflict of interest

The authors declare no conflict of interest.

## Author contributions

JC and IF‐P participated in all the experimental work and contributed to the artwork design and manuscript writing. LFL‐M performed *in silico* analyses, generated cell lines, analyzed the data, and contributed to the artwork design. RG‐G, BC, and PC carried out metastasis‐related experiments. XRB conceived the work, analyzed the data, wrote the manuscript, and performed the final editing of the figures.

### Peer review

The peer review history for this article is available at https://www.webofscience.com/api/gateway/wos/peer‐review/10.1002/1878‐0261.13716.

## Supporting information

**Fig. S1.** The expression of mevalonate pathway genes correlates with the metastatic potential of mouse breast cancer cell lines.
**Fig. S2.** Effect of inhibitors for the PI3K and ERK pathways in 4T1 cells.
**Fig. S3.** Characterization of *Hmgcs1* and *Hmgcr* knockdown cells in cell culture.
**Fig. S4.** Characterization of metabolic parameters in *Hmgcs1* and *Hmgcr* knockdown 4T1 cells.
**Fig. S5.** HMGCR affects gene expression programs associated with different cancer hallmarks.
**Fig. S6.** Effect of the *Hmgcr* knockdown and Hmgcr overexpression in the PI3K and ERK signaling pathways.
**Fig. S7.** HMGCR affects gene expression programs associated with different cancer hallmarks.
**Fig. S8.** Depiction of the role of VAV proteins and distal targets in mammary tumorigenesis and metastasis.

## Data Availability

All relevant data are available from the corresponding author upon reasonable request. A Materials Transfer Agreement may be required in the case of potential commercial applications. As indicated above, the microarray data generated in this study have been deposited in the GEO database (Reference number: GSE253308).

# Supplementary material for: The mevalonate pathway contributes to breast primary tumorigenesis and lung metastasis
**Source:** Mol Oncol. 2024 Aug 9;19(1):56–80. doi: 10.1002/1878-0261.13716
**Supplement:** Supplementary file 1 — Fig. S1. The expression of mevalonate pathway genes correlates with the metastatic potential of mouse breast cancer cell lines. Fig. S2. Effect of inhibitors for the PI3K and ERK pathways in 4T1 cells. Fig. S3. Characterization of Hmgcs1 and Hmgcr knockdown cells in cell culture. Fig. S4. Characterization of metabolic parameters in Hmgcs1 and Hmgcr knockdown 4T1 cells. Fig. S5. HMGCR affects gene expression programs associated with different cancer hallmarks. Fig. S6. Effect of the Hmgcr knockdown and Hmgcr overexpression in the PI3K and ERK signaling pathways. Fig. S7. HMGCR affects gene expression programs associated with different cancer hallmarks. Fig. S8. Depiction of the role of VAV proteins and distal targets in mammary tumorigenesis and metastasis.

Supplementary Information for

**THE MEVALONATE PATHWAY FAVORS BREAST PRIMARY
TUMORIGENESIS AND LUNG METASTASIS**

by

Javier Conde, Isabel Fernández-Pisonero *et al.*

This PDF file includes:

Supplementary Figures 1 to 7 and legends

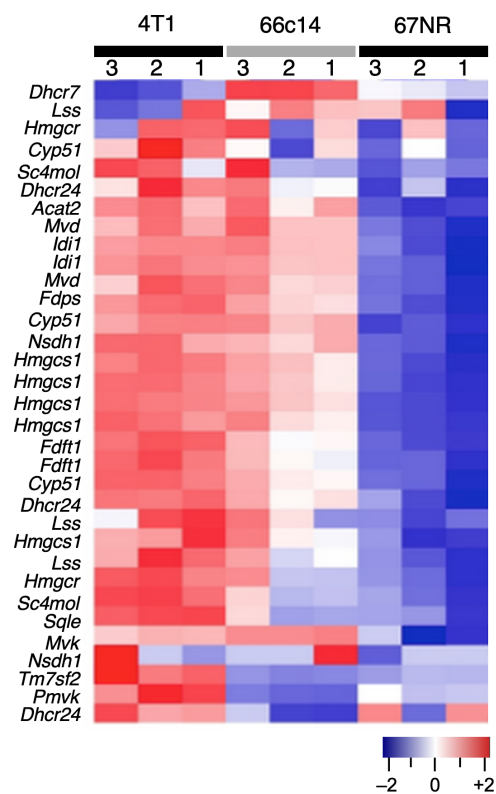

FIGURE S1. The expression of mevalonate pathway genes correlates with the metastatic potential of mouse breast cancer cell lines

Heatmap showing the expression of mevalonate pathway genes (left) in the indicated cell lines (top). Genes upregulated and downregulated are shown in red and blue color, respectively. The gradient reflects the relative fold-change variation in the expression of the interrogated genes. The replicates for each cell line are shown on the top.

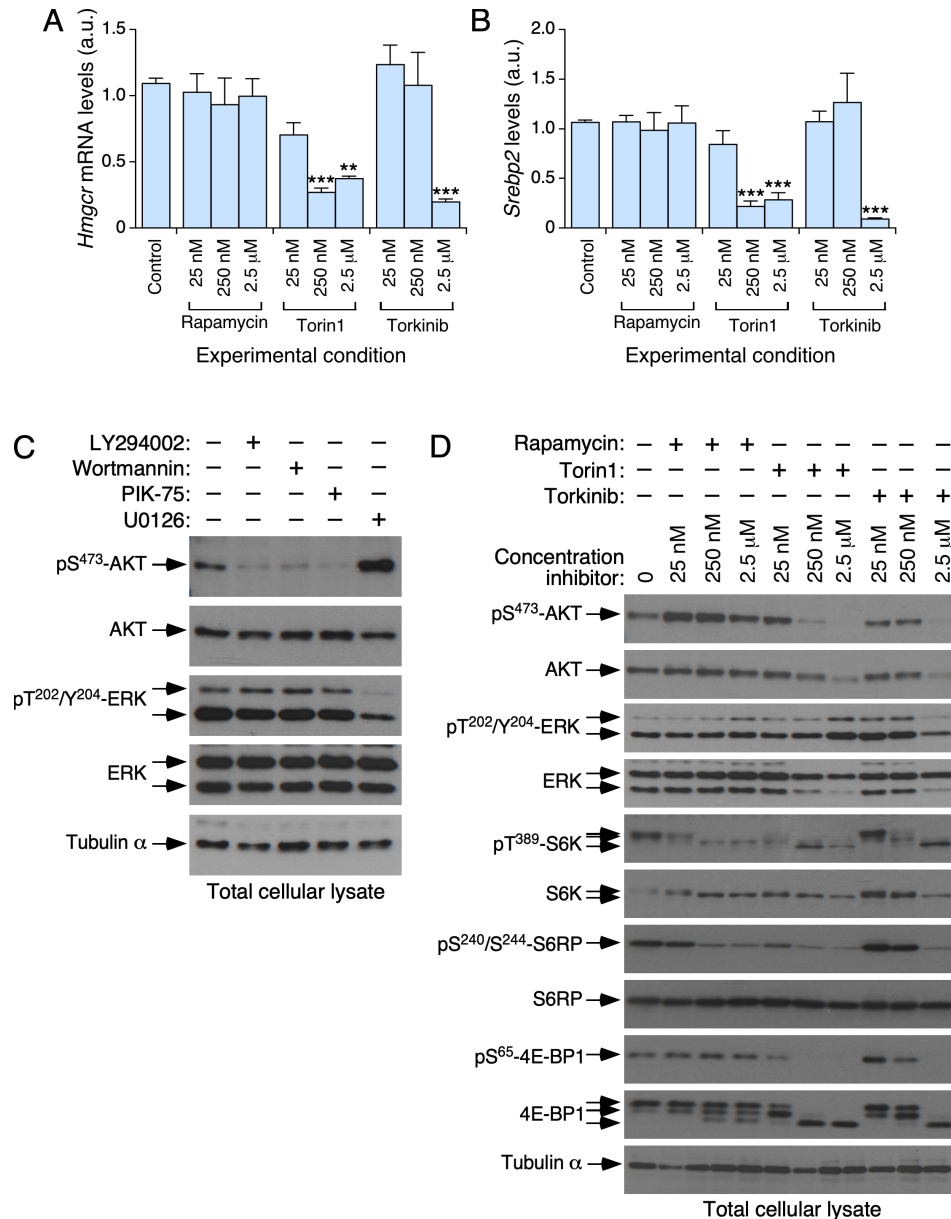

FIGURE S2. Effect of inhibitors for the PI3K and ERK pathway in 4T1 cells

(A and B) Effect of the indicated inhibitors (bottom) in the expression level of the transcripts for HMGCR (A) and SREBP2 (B) in 4T1 cells.

(C) Representative Western blot analyses showing the effect of the indicated inhibitors (top) in the phosphorylation levels of Akt and ERK in 4T1 cells. Levels of tubulin α in each sample were used as loading control (bottom panel). Similar results were obtained in two additional independent experiments.

(D) Representative Western blot analysis showing the effect of the indicated inhibitors (top) for PI3K and ERK signaling elements in 4T1 cells. Levels of tubulin α in each sample were used as loading control (bottom panel). Similar results were obtained in two additional independent experiments.

Data shown in panels A and B represent the mean ± SEM. **, $P \leq 0.01$; ***, $P \leq 0.001$ relative to the untreated control cell line (Student *t*-test, $n = 3$ independent experiments).

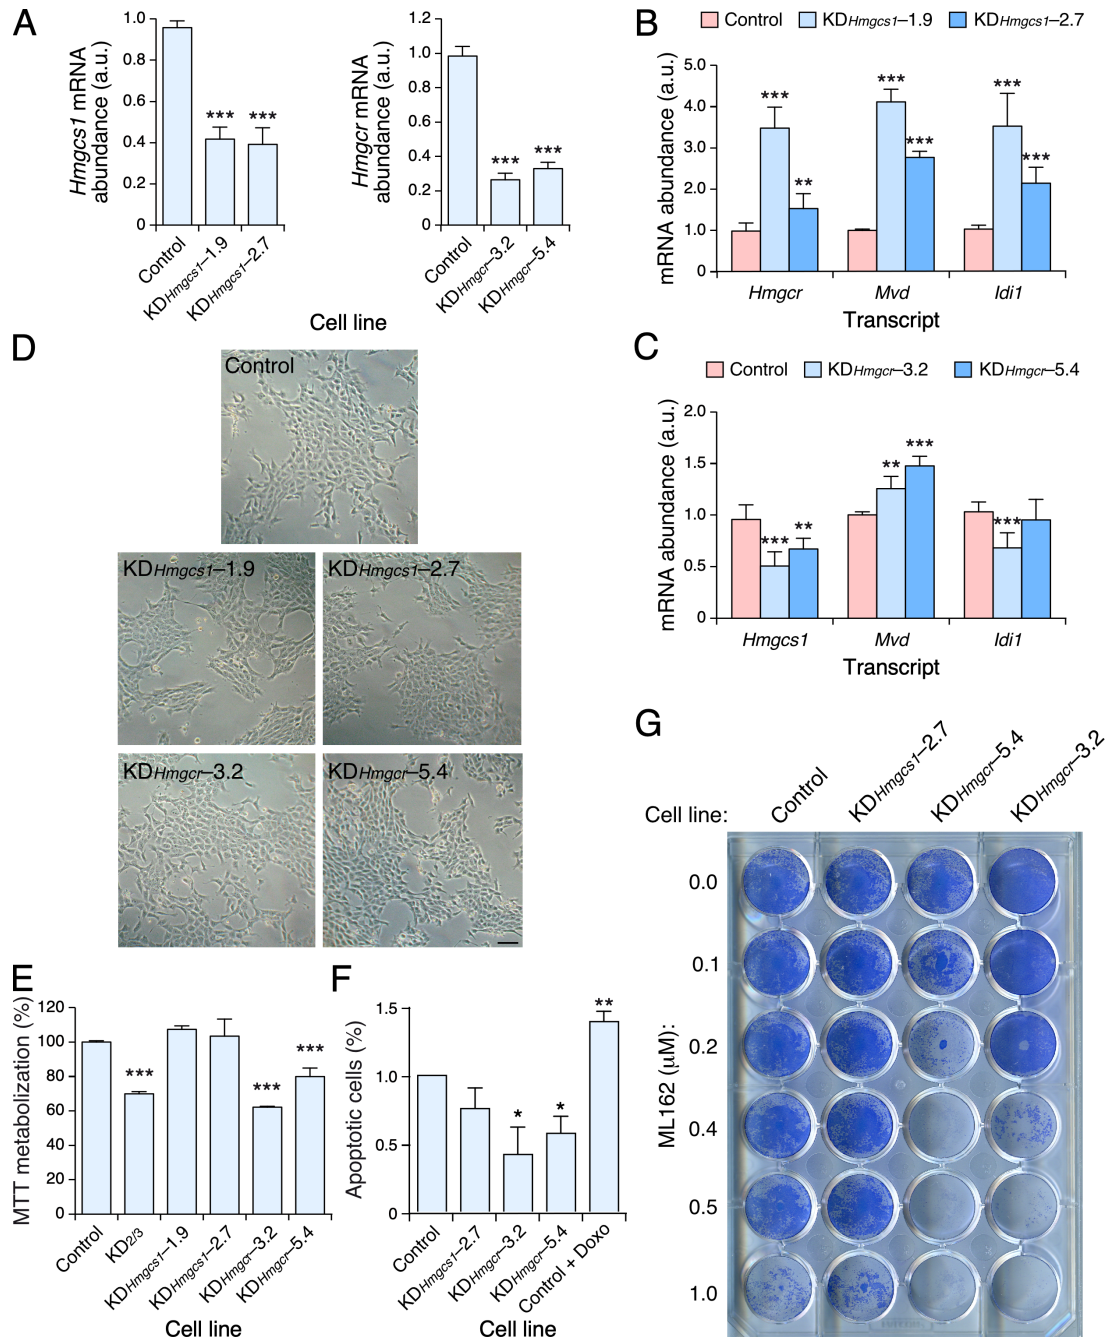

FIGURE S3. Characterization of *Hmgcs1* and *Hmgcr* knockdown cells in cell culture

(A) Abundance of *Hmgcs1* (left) and *Hmgcr* (right) transcripts in indicated 4T1 cell lines (bottom). Values are shown relative to the abundance of each transcript in the control cell line, which was given an arbitrary number of 1. a.u., arbitrary units. Control, cells expressing the empty pLKO vector.

(B and C) Levels of indicated transcripts (B and C, bottom) in the indicated 4T1 cell lines (insets). Values are shown relative to the abundance of each transcript in the control cell line, which was given an arbitrary number of 1.

(D) Representative images showing the morphology of the indicated 4T1 cell lines in 2D culture. Scale bar, 50 μ m.

(E and F) MTT metabolization activity (E) and apoptotic rates (F) of indicated cells lines (bottom) using a MTT assay. Values are shown as a relative percentage of values obtained with the control cell line, which was given an arbitrary value of 100 (E) or 1 (F).

(G) Response of indicated 4T1 cell lines (top) to the ML162. Upon culturing for 24 h with the indicated concentrations of the inhibitor (left), cells were stained with Giemsa and photographed. Data are representative of 3 independent experiments.

Data shown in panels A, B, C, E and F represent the mean $\pm$ SEM. *, $P \leq 0.05$; **, $P \leq 0.01$; ***, $P \leq 0.001$ relative to the control cell line (Student *t*-test, $n = 3$ independent experiments).

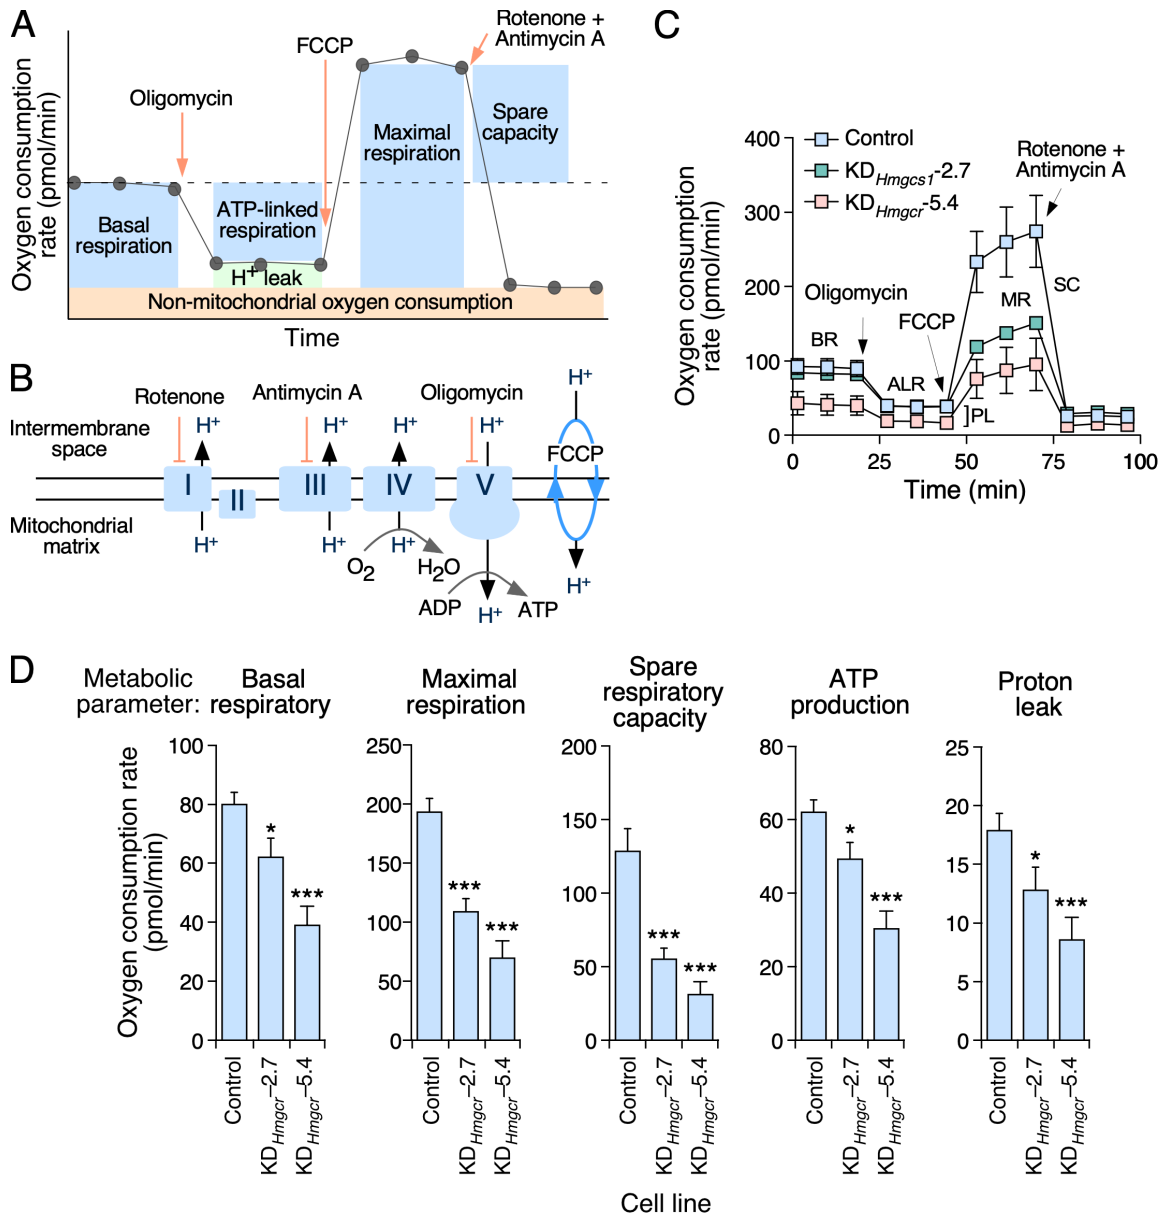

FIGURE S4. Characterization of metabolic parameters in *Hmgcs1* and *Hmgcr* knockdown 4T1 cells

(A) Schematic representation of the expected respiratory profile obtained using the Seahorse Mito Stress test. Metabolic parameters (blue boxes) were determined based on the measurement of oxygen consumption rates following addition of the indicated drugs at the specified time points. FCCP, phenylhydrazine.

(B) Depiction of the electron transport chain. I to V represent the complexes participating in the oxidative phosphorylation process. Inhibitors and targets used in the Seahorse tests are indicated.

(C) Representative example of oxygen consumption rates in indicated 4T1 cells. BR, basal respiration; ALR, ATP-linked respiration; PL, proton leak; MR, maximal respiration; SC, spare capacity.

(D) Quantitation of indicated metabolic parameters (top) in the 4T1 cell lines shown in the bottom. Bars represent the mean $\pm$ SEM. *, $P \leq 0.05$; **, $P \leq 0.01$; ***, $P \leq 0.001$ (Student *t*-test, $n = 4$ independent experiments).

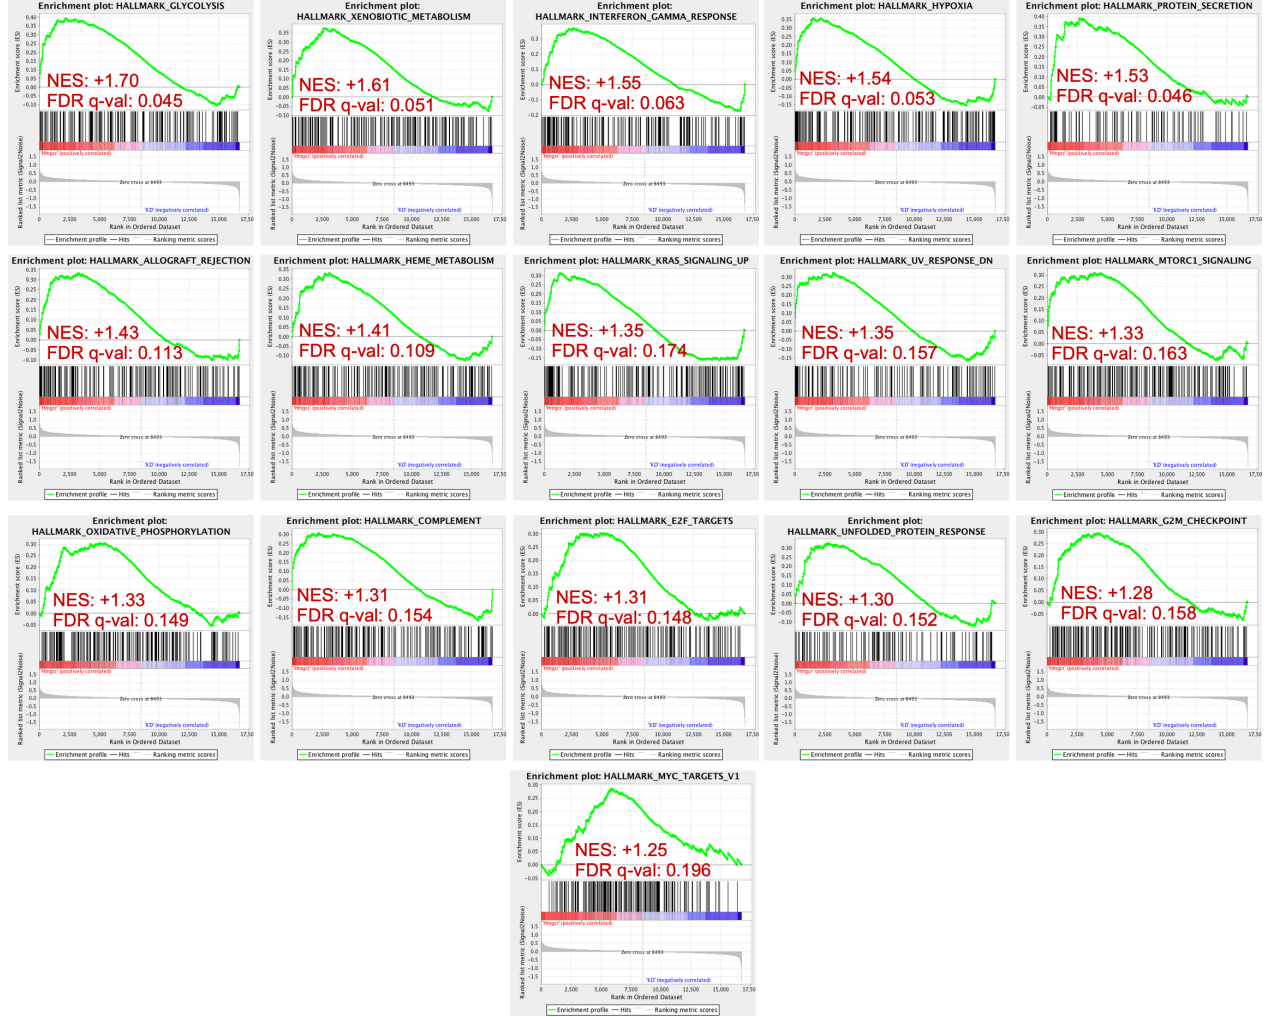

FIGURE S5. HMGR affects gene expression programs associated with different cancer hallmarks

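Each plot of a GSEA walks down the genes ranked from higher in HMGCR-overexpressing to higher in Hmgcr knockdown cells and shows where the members of a set lie. Cell division genes were among the lists ranked here for raised sets: 31 genes of the G2/M transition had an NES of 1.49 (q = 0.144). Of these, 26 had a positive change in overexpression against pLVX (camera adjusted p = 0.0135, and adjusted p = 0.578 with an estimated correlation). None of the 31 passed in limma in that comparison, and 3 were higher and 1 lower at an unadjusted p under 0.05. In knockdown B, Mki67, a marker of cycling cells (log2 fold change 1.42, adjusted p = 0.0282), and Cenpf, a kinetochore gene (1.14, adjusted p = 0.0214), were higher than in pLKO cells. The E2F list had an NES of −0.89 (q = 0.667). Ranked by knockdown against pLKO, it passed towards higher in the knockdown (NES −1.80, q = 0.0243). Of its 40 genes 1, the DNA polymerase gene Pole, was higher in the averaged knockdown (log2 fold change 0.74, standard error 0.15, adjusted p = 0.0226), and it passed in knockdown B and not in A. The unfolded protein list had an NES of 1.56 (q = 0.107), glycolysis 1.26 (q = 0.402), complement 1.17 (q = 0.46) and mTORC1 1.08 (q = 0.551). Protein secretion had 1.02 (q = 0.575), MYC 0.50 (q = 0.988) and heme metabolism −1.34 (q = 0.27). Clu, which encodes clusterin, an inhibitor of complement, fell by 1.11 on the log2 scale in overexpression (standard error 0.14, adjusted p = 0.000709), and no other of 19 complement genes passed. Mthfd2, a mitochondrial enzyme of one-carbon metabolism, fell by 0.71 (standard error 0.15, adjusted p = 0.0495), and no other of 24 mTORC1 genes passed.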

GSEAs showing the main gene signatures enriched in the up-regulated subset of the HMGR-dependent transcriptome of 4T1 cells. The normalized enrichment score (NES) and false discovery rate values (FDR q value) are indicated inside each GSEA graph.

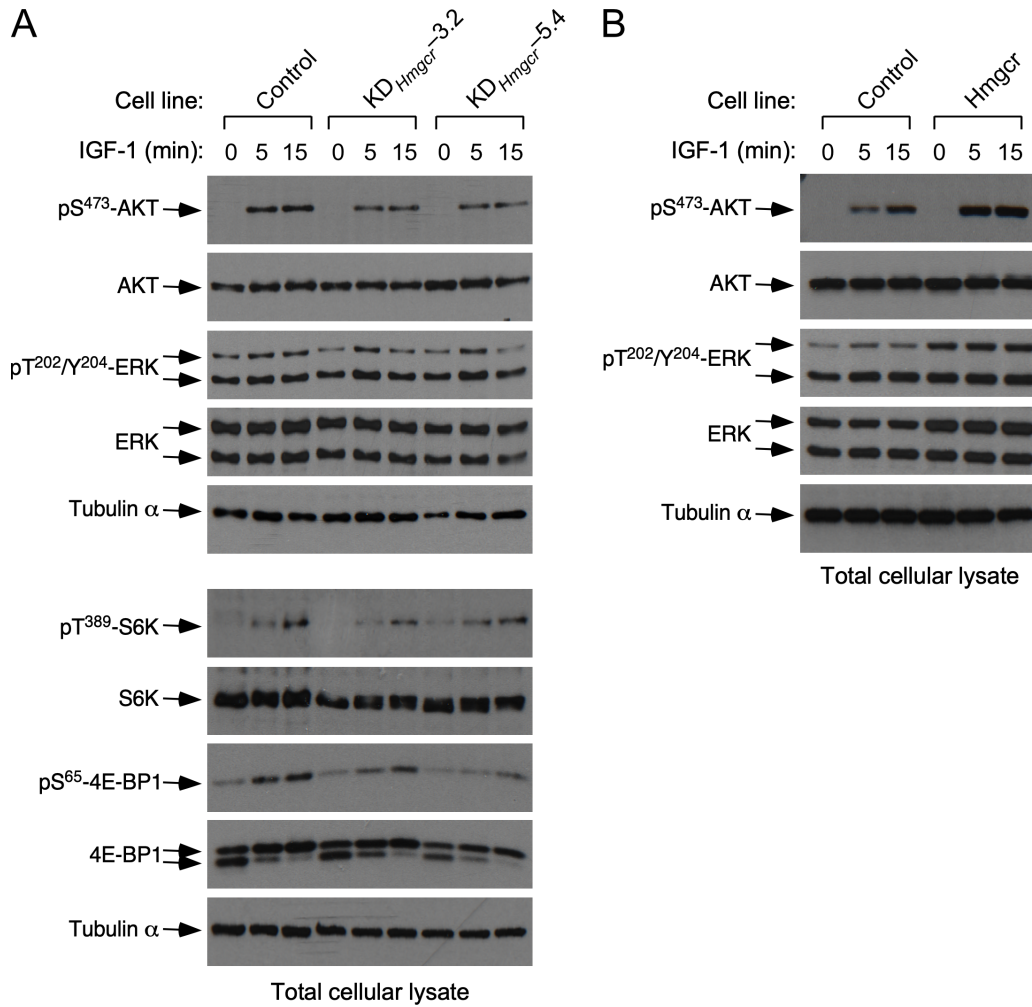

FIGURE S6. Effect of the *Hmgcr* knockdown and *Hmgcr* overexpression in the PI3K and ERK signaling pathways

(A) Representative Western blot analyses showing either the phosphorylation or total levels of the indicated signaling proteins in IGF-1 stimulated control and *Hmgcr* knockdown 4T1 cells. Levels of tubulin α in each sample were used as loading control (fifth and tenth panels from top). Similar results were obtained in two additional independent experiments. Control, cells containing the pLKO vector alone; IGF-1, insulin growth factor 1.

(B) Representative Western blot analyses showing either the phosphorylation or total levels of the indicated signaling proteins in IGF-1 stimulated control and *Hmgcr* overexpressing 4T1 cells. Levels of tubulin α in each sample were used as loading control (bottom panel). Similar results were obtained in three additional independent experiments. Control, cells containing the empty pLVX vector.

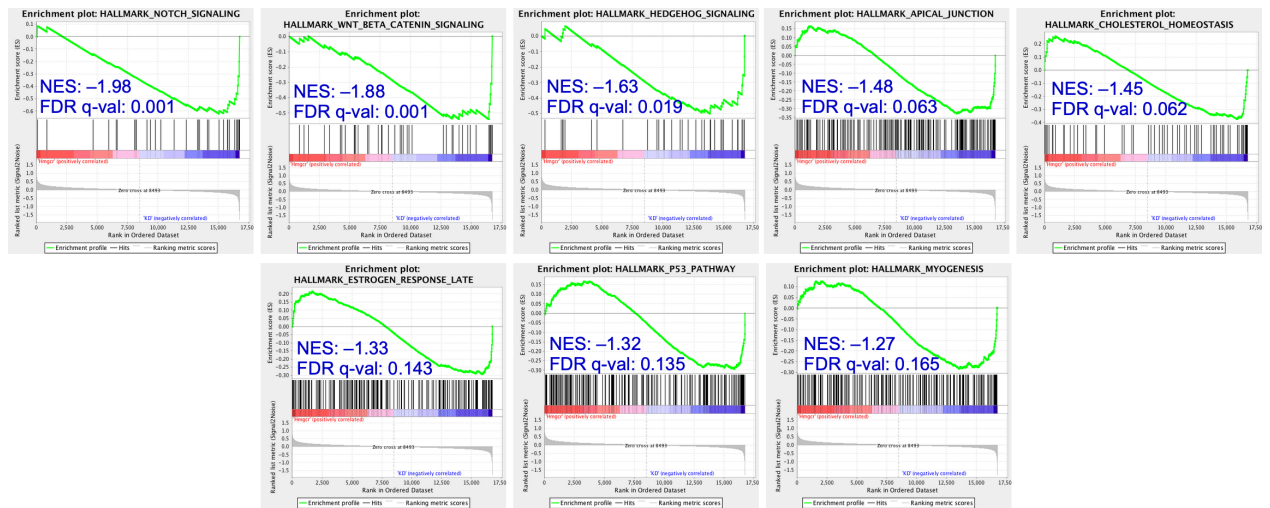

FIGURE S7. HMGR affects gene expression programs associated with different cancer hallmarks

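A negative enrichment score in these plots means that the members of a set lie towards the genes higher in Hmgcr knockdown than in HMGCR-overexpressing cells. Of 22 estrogen response genes, Krt19, a keratin of simple epithelia, was at least 2.07-fold lower in overexpression (3.04 ± 0.20 against 6.49 ± 0.51, SD, n = 3 arrays each, adjusted p = 1.05e-05 from limma). It was at least 1.23-fold higher in the averaged knockdown (adjusted p = 0.00814), where it passed in knockdown A and not in B and did not keep both directions with exchanged controls, and none of the others passed in these comparisons. The estrogen list had an NES of −1.07 (q = 0.472). Of 45 genes induced by TNFα, Vcam1 and Csf1, which encodes a macrophage growth factor (log2 fold change 0.80, standard error 0.14, adjusted p = 0.0152), were higher in overexpression. Atf3 was lower with both groups not above the negative control level. In the averaged knockdown, besides Il1a, the chemokine gene Cxcl1 was at least 2.20-fold higher (adjusted p = 0.0305) and the chemokine gene Ccl2 was at least 1.45-fold lower (adjusted p = 2.33e-05). Dusp1, a phosphatase of MAP kinases, fell by 1.03 on the log2 scale (standard error 0.18, adjusted p = 0.0118). This TNFα list had an NES of −1.19 (q = 0.423). In the other rankings it lay above 0, never at q under 0.05. It had 1.28 with the changes adjusted for the controls, 1.57 by overexpression (q = 0.0803), 1.31 by knockdown and 1.28 with a plain SD. The WNT list had −1.41 (q = 0.329), myogenesis −1.03 (q = 0.502), Hedgehog 0.84 (q = 0.812) and TP53 0.90 (q = 0.743). Of 32 myogenesis genes, Cryab, which encodes a small heat shock protein, was at least 1.43-fold lower in the averaged knockdown (adjusted p = 0.0483). The lower value came from knockdown B, with a mean of 5.04 against 6.46 in pLKO cells, while knockdown A had 6.42. Dmd, the dystrophin gene, was higher with both groups not above the negative control level, and 6 of the 32 lay above it in at least 1 group.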

GSEAs showing the main gene signatures enriched in the down-regulated subset of the HMGR-dependent transcriptome of 4T1 cells. The normalized enrichment score (NES) and false discovery rate values (FDR q value) are indicated inside each GSEA graph.

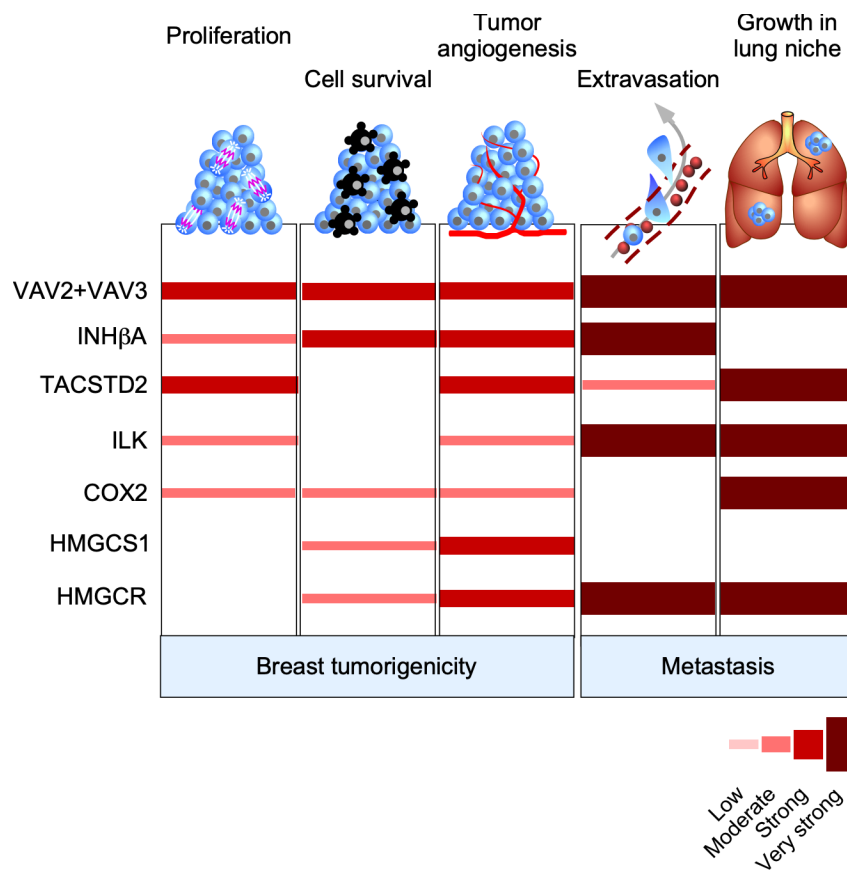

FIGURE S8. Depiction of the role of Vav proteins and distal targets in mammary tumorigenesis and metastasis

This figure integrates data from a previous publication (Citterio et al., *Sci Signal* 2022, PMID: 23033540) and the results obtained in the present work (HMGCS1, HMGCR). The impact of the depletion of an interrogated protein (left) on the indicated process (top) is proportional to the thickness and darkness of the horizontal bars (see scale at the bottom).

How the deposited data were processed for this re-analysis (not part of the article)

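Gene expression was measured on Clariom S HT mouse arrays in 4T1 cells with the empty pLVX vector, HMGCR-overexpressing cells, cells with the empty pLKO vector and the Hmgcr knockdown derivatives A and B, with 3 arrays in each of the 5 groups. Each array was assigned to its group and replicate number from its label. The labels describe biological replicates and do not say whether these were separate cultures or separate extractions of 1 culture. The deposit's description counts the knockdown as 2 independent experiments with 3 replicates each, without assigning arrays to them. The derivatives are called A and B as in the labels. The paper gives a column kit for the RNA, while the labels give Trizol.

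The values are the authors' log2 RMA signals, made in R 3.6.3, which include background adjustment, quantile normalization and the summary of probes. They run from 1.62 to 13.3 and are not centred by gene. Of 29129 entries, 22142 are transcript clusters, and 6987 are others, among them 5222 negative and 1324 positive controls. The transcript clusters were tested without a further filter: 19527 have 1 gene symbol in the platform's table, 2615 have none and 33 symbols are measured more than once. No entry carries the symbol Hmgcr. As a measure of signal over background, 9015 transcript clusters lay above the negative control level (the 95th percentile of the negative controls on each array, averaged over the group) in at least 1 group, and 13127 in none. A fold against a group at or below this level is a lower bound, computed after raising values to the level of each array. Precision is limited by the number of arrays.

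Tests used R 4.3.3 and limma 3.58.1 with 1 mean per group, empirical Bayes moderation and Benjamini-Hochberg adjustment at 0.05. The comparisons were overexpression minus pLVX, knockdown A minus pLKO, knockdown B minus pLKO, the mean of both derivatives minus pLKO, the difference between the changes in overexpression and averaged knockdown, A minus B, and pLVX minus pLKO. A gene counted as regulated in opposite directions when it passed in overexpression and in the averaged knockdown with opposite signs, because the paper's text does not say how the knockdown derivatives were combined. Replicate numbers were tested for pairing on each array's deviation from its group and paired the arrays only between knockdown B and pLKO (correlations 0.28, 0.33 and 0.60 across genes), where the blocked count is given beside the result. In the other comparisons at least 1 of the 3 correlations was under the cut-off of 0.1. Knockdown A missed it narrowly (0.09, 0.50 and 0.67 with pLKO). In A as in B, 5 of 6 arrays correlated best with the array of their own number, so the pairing is not particular to B.

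MSigDB sets were not used here. In their place, 41 lists with 925 genes, 859 of them measured, were written from textbook knowledge before the data were examined, and 711 mouse Reactome sets of 15 to 500 measured genes came from fgsea 1.28.0. Sets were tested with camera at its preset correlation of 0.01, with an estimated correlation as an alternative, and with fry, which tests whether the genes of a set move one way on balance. GSEA used gseapy 1.3.1 (Python 3.11.15) on the signal-to-noise ratio of 3 overexpressing against 6 knockdown arrays, with a floor of 0.2 times the mean for the SD, weight 1, 1000 gene-set permutations and 1 entry per symbol (19494 symbols). Other software was pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. Genes named in the text follow a rule fixed before the data were examined: the 10 highest and 10 lowest changes of each comparison among genes past the threshold with 1 symbol and separated groups, the 10 strongest of each direction among genes regulated in opposite directions, the 4 smallest p-values of each list, and the genes the paper names. Where a count of 5 or fewer genes fell outside this rule, the genes are named after their values were seen.

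Alternatives covered the replicate block, the arrays in the fit, moderation with a trend, array weights, the features tested, normalization, thresholds, the definition of opposite regulation, the set test, the ranking and leaving out each array. After the data were seen, the removal of all replicate 3 arrays, a term for them, the spread of each array as a covariate and a plain SD in the ranking were added. The counts were also computed for other splits of the same arrays, all 10 of 3 against 3 and 100 drawn ones for larger designs. The fit was tested on simulated data with 22142 features and the same design: it recovered 71% of genes with a log2 change of 1 in overexpression, 84% in the averaged knockdown and 67% of genes set to change in opposite directions, and 99% or more at a log2 change of 2. With no change simulated it called at most 1 gene. The simulated noise was independent between genes and arrays, while 1 component held 45.9% of the variance of the real deviations. The simulation therefore does not give the rate of false calls on these arrays. The experiments of the paper on cell growth, metabolism, mice and patient cohorts, and the overlap with the VAV2 and VAV3 signatures, were not analysed here.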

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

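The tests with exchanged controls, on the replicate 3 arrays, on RNA from cells of another type and on the starting point of the overexpressing line were chosen only after the results were seen.

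The Hmgcr knockdown derivatives differed from each other in 862 genes in limma, 301 higher and 561 lower in A than in B. In 11 genes they lay on opposite sides of pLKO cells, each past the threshold. Among these, Esrp1, a splicing regulator of epithelial cells, was at least 3.99-fold higher in A than in B (7.45 ± 0.20 against 2.87 ± 0.08, SD, n = 3 arrays each, adjusted p = 8.47e-07). Cldn7 was at least 3.79-fold higher in A (adjusted p = 1.38e-05), the transcription factor gene Bcl11a at least 1.13-fold lower in A (adjusted p = 1.58e-06), and the adhesion molecule gene Alcam had a log2 difference of −2.55 (adjusted p = 2.76e-05). By camera, A differed from B in the SREBF targets (adjusted p = 0.00083), the mevalonate and sterol enzymes (adjusted p = 0.0024) and the epithelial markers (adjusted p = 0.00871), each with an adjusted p of 0.539 with an estimated correlation.

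Some of the strongest changes lay in genes that the paper does not discuss. In HMGCR-overexpressing cells Mmp3 was at least 9.78-fold higher than in pLVX cells, and Lama3 at least 6.39-fold, Krt14 at least 4.40-fold, Ubqln2 at least 3.18-fold and Krt19 at least 2.07-fold lower. In knockdown A, Il1a was at least 13.6-fold higher than in pLKO cells. The cells with empty vectors differed from each other in 85 genes, 32 higher and 53 lower in pLVX than in pLKO cells.

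The 39 genes regulated in opposite directions by overexpression and knockdown were each measured against a control of their own, and the levels of the pLVX and pLKO cells may account for a part of them. With exchanged controls 56.4% of them kept both directions, and with the mean of the 6 control arrays as a common control the count was 29 (74.4% of 39), with 16 genes shared and 20 others changed in the same direction. Both values lie between limits set by hand for either explanation, and what the controls or the constructs alone would give was not modelled. Within each comparison the vector was the same and the construct differed, but each empty vector had only 1 group of arrays. A shift of that control group cannot be told apart from an effect of the amount of HMGCR. In 100 splits of the arrays no other split gave any such gene (39 against 0). This cannot decide on chance, since such a gene must pass in overexpression, where the other splits of those arrays called 0 genes. With 1 overexpressing line, shuffled arrays also leave open a chance difference between lines. The amount of HMGCR, the difference that the design gives, stays open, and its transcript was not analysed here.

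Arrays stood apart within their groups along 1 component that held 45.9% of the variance of their deviations, and the replicate 3 arrays deviated together in all 10 pairs of groups (correlations across genes of 0.26 to 0.67). Among 243 sets of 1 array per group the set of replicate 3 ranked 3 (exact p = 0.037 over 3 replicate numbers), which is consistent with handling of these arrays apart from the others, though neither the labels nor the paper tie replicate numbers to a batch: the 2 independent experiments that the deposit gives for the knockdown are not assigned to arrays. Signal over background, the distance of positive from negative controls, had r = −0.035 with the component (exact permutation p = 0.909, size at most 0.622). This argues against it as the source of most of the component, while a weaker contribution stays open. Hybridization stays open, with r = −0.611 for the spiked controls (exact permutation p = 0.0774, size at most 0.886), and the component correlated with the interquartile range of the arrays (r = 0.677, exact permutation p = 0.0171). The design gives no condition for replicate numbers, so no biological explanation was tested.

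Epithelial markers were lower in HMGCR-overexpressing cells (4 of 10 past the threshold and none with a positive change, camera adjusted p = 9.84e-16, adjusted p = 0.00338 with an estimated correlation) and higher in the averaged knockdown (2 of 10, adjusted p = 0.00057, adjusted p = 0.351 with an estimated correlation). RNA from cells without these markers is argued against as the whole cause, since it would move every marker by the same factor: in overexpression the strongest and the weakest change differed by at least 1.96 on the log2 scale (Krt14 and Krt18, standard error 0.24), and in the averaged knockdown by 2.83 (Krt14 and Cdh1, standard error 0.22), while cells of another epithelial type stay open. After quantile normalization once more the list's camera adjusted p in overexpression was 2.84e-15. The signals were already normalized by quantiles, so this repeat could change little and leaves the normalization open. A line that differed from its control before it received the construct, or the levels of the controls, may also have given this pattern: Krt14 and Krt19, the 2 that passed in the averaged knockdown, were higher in pLVX than in pLKO cells (adjusted p = 0.00185 and 0.0011), Krt19 did not keep both directions with exchanged controls, and neither can be told apart from the amount of HMGCR with 1 overexpressing line. An effect of HMGCR on these genes therefore remains a hypothesis.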

How the results depend on the processing

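No named gene changed direction where it passed the threshold in the main fit or in the alternative. Directions of genes that passed in neither were not compared. The alternatives run for single genes were the replicate block, own groups only, trend with robust moderation and array weights. The feature filters, both normalizations and leaving out 1 array were also run. Exchanged controls, the replicate 3 terms and the covariate for spread were not included. Of 6628 values of 385 genes, 6226 kept their side of the threshold, 117 lost it and 285 gained it. Of 11070 values without 1 array, 10522 kept it, 417 lost it and 131 gained it. The gene counts stayed within 1.5 times under limma-trend with robust moderation, all feature filters, both normalizations and the 1.5-fold minimum. The cause of a shift was not tested except where a stricter threshold or fewer arrays give it. Signal over background limits the folds: 25 of the 39 genes regulated in opposite directions have a lower bound in at least 1 comparison.

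Counts are given in the order overexpression (168), knockdown A (270), knockdown B (639), averaged knockdown (290), opposite regulation (39), difference of differences (274), A against B (862) and pLVX against pLKO (85). With the replicate block they were 311, 454, 1483, 596, 71, 502, 1735 and 273, although by the cut-off used numbers paired only knockdown B with pLKO. A term for replicate 3 alone gave still higher counts, so the rise need not come from pairing by number. With a term for replicate 3, chosen after seeing the data, they were 344, 515, 1637, 674, 78, 525, 1918 and 368. At an adjusted p under 0.01 they were 78, 116, 200, 106, 17, 150, 289 and 41. With array weights they were 525 in knockdown A, 2954 in B, 1182 averaged, 62 opposite, 457, 1714 and 512. With the compared groups alone they were 54 in overexpression, 87 in knockdown A, 21 opposite (20 of the same genes) and 4 between the controls. With the spread of each array as a covariate, chosen after seeing the data, 292 genes passed in knockdown B, 235 between A and B and 137 between the controls. The share of higher genes in A against B was 34.9%, and 45.0% after quantile normalization once more and 48.1% with that covariate; in knockdown B it was 57.4%, and 47.3% with the covariate. Opposite regulation gave 16 genes when each derivative had to pass, 53 when either did, 76 without a test of the derivatives, 278 at unadjusted p and 578 in the direct contrast.

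The mevalonate list had an adjusted p in overexpression of 0.278 with an estimated correlation and 0.140 by fry, and in the averaged knockdown of 0.944 and 0.491. For the SREBF targets these were 0.406 and 0.206 in overexpression, and 0.944 and 0.777 in the knockdown. Under the other alternatives run with all arrays both lists stayed under 0.05. Of the raised lists 2 passed, and 6 at q under 0.25, 4 when ranked by overexpression, 0 by knockdown (where 2, oxidative phosphorylation and E2F, passed towards higher in the knockdown), 6 by camera and 0 by camera with an estimated correlation. Of the lowered lists 3 passed, and 1 when ranked by knockdown and 0 with an estimated correlation. Of all 41 lists, 11 passed in overexpression, 3 in knockdown A, 6 in B and 7 averaged, and with an estimated correlation 2, 1, 0 and 0. Of 711 Reactome sets 2, 1, 79 and 13 passed, and 0 in each with an estimated correlation.

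Leaving out 1 array, or those of replicate 3, gave 95 to 183 genes in overexpression, 137 to 297 in knockdown A, 251 to 1019 in B, 112 to 390 averaged, 20 to 39 opposite, 178 to 300 for the difference of differences, 332 to 1167 between A and B and 38 to 669 between the controls. The mevalonate list ranged from 2.04e-08 to 0.000706 in overexpression and from 1.86e-05 to 0.142 in the knockdown, the SREBF targets from 4.93e-09 to 0.000227 and from 1.86e-05 to 0.433, the raised lists from 2 to 4 and the lowered ones from 2 to 3. Without pLVX replicate 1 there were 102 genes in overexpression, 1019 in B and 669 between the controls; without pLVX 2 or 3, 51 or 41 between the controls. Without overexpression replicate 1 there were 95 genes, 24 opposite and 178 for the difference of differences; without replicate 3, 109 and 25 opposite. Without pLKO replicate 1 or 2 there were 143 or 137 in A, 255 or 267 in B, 112 or 117 averaged, 20 or 22 opposite and 41 or 38 between the controls. Without pLKO replicate 3 the list calls in the knockdown were lost (0.142 and 0.433). Without knockdown A replicate 1 or 2 there were 505 or 360 between A and B, and without replicate 3, 170 in A. Without knockdown B replicate 1, 2 or 3 there were 251, 308 or 298 in B and 332, 429 or 456 between A and B. The raised lists were 4 without overexpression replicate 2 or 3 or knockdown B replicate 1. Without all replicate 3 arrays (chosen after seeing the data) the counts were 107, 162, 417, 195, 28, 185, 571 and 56, with 17 of the 39 opposite genes.

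Among 100 splits of the arrays no other gave as many genes for opposite regulation (39, highest other 0) or the difference of differences (274, highest other 96). The first could hardly differ, since such a gene must pass in overexpression, where the other splits of those arrays called 0 genes. Chance in the assignment of arrays is excluded only for the difference of differences, and chance differences between lines are excluded for neither. It is not excluded for the averaged knockdown, where 7 of 100 splits, the real one among them, gave at least 290 genes: pLKO replicates 1 and 2 with knockdown A replicate 2 against the rest gave 1229, replicate 3 against the others gave 691, knockdown B against pLKO and A together gave 670, which is a difference between the derivatives, the other 3 draws had the same arrays in the place of pLKO, and with the replicate block the real split gives 596. A split that calls several times the real count points to a structure of the samples. Nor is it excluded for the mevalonate list in the knockdown (camera p of limma 0.000186, 14 of 100 splits as small, smallest other 6.44e-10), the SREBF targets there (0.00028, 29 of 100, 2.32e-15), the raised lists (2, 21 of 84 splits, highest other 7) and the lowered lists (3, 6 of 84, highest other 3). With 3 arrays against 3 the 10 splits are too few for a share under 0.05: the highest other was 0 against 168 in overexpression, 2 against 270 in A, 0 against 639 in B, 0 against 862 between A and B, and 7.15e-06 against 2.56e-07 and 2.11e-05 against 1.34e-08 for the mevalonate and SREBF lists in overexpression. Between the controls pLVX replicate 1 with pLKO replicates 1 and 2 against the rest gave 1336 genes, against 85.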

Differences from the paper's values

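The paper's text gives 443 genes regulated in opposite directions, and 39 passed here at the paper's threshold of 0.05 after Benjamini-Hochberg adjustment in both comparisons. Of the alternatives set before the data were examined, the direct contrast of overexpressing with knockdown cells, with the changes against the controls of opposite sign, gave 578 genes and lies within 1.5 times of the paper's value. The others do not: the closest was 278 at an unadjusted p under 0.05 in both comparisons (444 genes passed these irrespective of direction), and the rest gave 16 to 76. Fig. 6A shows about 170 genes higher and about 220 lower in overexpression, read by eye, and 22 and 17 were found here. The paper's text does not state how the knockdown derivatives were combined.

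Of the 14 lists standing for sets that the paper gives as raised, 12 had an NES above 0, and of the 9 for lowered sets 7 had one below 0. Against these tallies, heme metabolism (−1.34, q = 0.27) and E2F (−0.89, q = 0.667) were below 0, and Hedgehog (0.84, q = 0.812) and TP53 (0.90, q = 0.743) above 0. None of these 4 passed at q under 0.05 in this ranking, and the lists are not the paper's sets. Ranked by knockdown against pLKO, E2F passed towards higher in the knockdown (NES −1.80, q = 0.0243). The paper describes oxidative phosphorylation sets as reduced in the knockdown. In overexpressing against knockdown cells the list here lay in that direction without passing (NES 1.12, q = 0.526), while against pLKO it was higher in the averaged knockdown (camera adjusted p = 0.0115, adjusted p = 0.944 with an estimated correlation; NES −1.95, q = 0.0245, in the ranking by knockdown). The list was also higher in pLVX than in pLKO cells (adjusted p = 0.00935, adjusted p = 0.934 with an estimated correlation). The list of mevalonate enzymes moved in the paper's directions in overexpression and in the averaged knockdown. For the SREBF targets the paper's text gives a direction only in overexpression, and the list here was lower there. Among the transcripts tested by qRT-PCR in Hmgcr knockdown cells, the paper found a significant change only for Mvd. Here both lists were higher in the averaged knockdown. In the knockdown the rise came mainly from derivative B. In camera with an estimated correlation neither list passed in overexpression (adjusted p = 0.278 and 0.406) or in the averaged knockdown (0.944 for each). Without pLKO replicate 3 the camera adjusted p in the averaged knockdown was 0.142 and 0.433.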

Other observations

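In HMGCR-overexpressing cells the keratin genes Krt14 and Krt19, Epcam and Cdh1 were lower, and Bmp7, which encodes a bone morphogenetic protein, was at least 4.30-fold lower (4.71 ± 0.18 against 7.54 ± 0.62, SD, n = 3 arrays each, adjusted p = 8.79e-05). In knockdown A, Krt14 rose by a log2 fold change of 3.53 (standard error 0.20, adjusted p = 6.1e-07), Esrp1 was at least 3.75-fold higher (adjusted p = 0.000203) and Krt19 at least 1.60-fold higher (adjusted p = 0.00118). The list of 10 epithelial markers was higher there (camera adjusted p = 5.82e-08, adjusted p = 0.0439 with an estimated correlation). In knockdown B the list's adjusted p was 0.261, Krt14 rose by 2.23 (standard error 0.20, adjusted p = 2.55e-05), and Esrp1 was lower (2.87 ± 0.08 against 5.17 ± 0.61, SD, n = 3 arrays each, adjusted p = 0.000185 from limma), with both groups not above the negative control level. Plet1, a surface protein of epithelial progenitors, fell by 2.16 in the averaged knockdown (standard error 0.13, adjusted p = 9.63e-07), and Sult2b1, a sulfotransferase of cholesterol, fell by 1.02 in overexpression (standard error 0.16, adjusted p = 0.00532) and rose by 1.24 in the averaged knockdown (standard error 0.14, adjusted p = 0.000198), where it passed in knockdown B and not in A.

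In knockdown B, genes of cell division and of the cilium were higher than in pLKO cells in camera, with an adjusted p of 0.844 for each set with an estimated correlation. Of 150 genes of primary cilium assembly in Reactome 11 were higher and none lower (adjusted p = 6.86e-05), of 96 genes of mitotic prometaphase 4 were higher and none lower (adjusted p = 0.000152), and of 15 genes of mitochondrial fatty acid oxidation 5 were higher and none lower (adjusted p = 0.0024). Among the lists, E2F (adjusted p = 0.00831), MYC (0.018) and G2/M (0.0378) were higher in B, with an adjusted p of 0.78 with an estimated correlation. Mitotic prometaphase was also higher in pLVX than in pLKO cells (adjusted p = 0.00979, adjusted p = 0.971 with an estimated correlation), with none of the 96 genes past the threshold, and with the spread of each array as a covariate 292 instead of 639 genes passed in B. With the replicate block, protein secretion (0.0714 without it, 0.0302 with it) and the citric acid cycle (0.0664 and 0.0203) were also higher in B, with an adjusted p of 0.757 with an estimated correlation. In overexpression, Reactome's glutathione conjugation was higher (adjusted p = 0.00738) and cholesterol biosynthesis lower (adjusted p = 0.000266), each with an adjusted p of 0.997 with an estimated correlation. Glutathione conjugation was also lower in pLVX than in pLKO cells (adjusted p = 0.00979, adjusted p = 0.971 with an estimated correlation). For the difference of differences its camera adjusted p was 0.192, and that of cholesterol biosynthesis 2.44e-05 (each 0.997 with an estimated correlation).

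Vav2 had a log2 fold change of −0.43 in overexpression (standard error 0.39, adjusted p = 0.92) and −0.57 in the averaged knockdown (standard error 0.34, adjusted p = 0.622). Rac1 had 0.03 (standard error 0.15, adjusted p = 0.992) and 0.01 (standard error 0.13, adjusted p = 0.988), and Vav3 was not above the negative control level in any group. Of 27 genes of PI3K and AKT signalling, Pik3r1, a regulatory subunit of the kinase, was higher in the averaged knockdown (1.05, standard error 0.21, adjusted p = 0.025; adjusted p = 0.00307 in knockdown B and 0.622 in A), and none passed in overexpression in limma, where 2 were higher and 3 lower at an unadjusted p under 0.05. The list's adjusted p was 0.741 in overexpression and 0.829 in the averaged knockdown.

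The type 1 interferon list was higher in overexpression (adjusted p = 0.0492, adjusted p = 0.278 with an estimated correlation) and had 0.582 in the averaged knockdown, and 4 of its 28 measured genes lay above the negative control level in at least 1 group. Other lists not described at a result had these camera adjusted p-values in overexpression and averaged knockdown: fatty acid synthesis 0.0683 and 0.942, prenylation and dolichol 0.209 and 0.538, sterol uptake and sensing 0.342 and 0.881, sterol efflux 0.801 and 0.474, coenzyme Q 0.741 and 0.753, the citric acid cycle 0.531 and 0.544, ferroptosis 0.531 and 0.829, angiogenic factors 0.567 and 0.753, mesenchymal genes 0.531 and 0.583, Rho GTPases 0.753 and 0.544, VAV and RAC 0.801 and 0.818, immune cells 0.531 and 0.684, endothelial cells 0.209 and 0.97, and fibroblasts 0.801 and 0.85. Lists that passed elsewhere were the unfolded protein response (0.0213, 0.552 with an estimated correlation) and protein secretion (0.0213, 0.66) in overexpression, RAS and MAPK signalling in knockdown A (lower, 0.0153, 0.855), and MYC (0.0379, 0.944) and E2F (0.0161, 0.938) in the averaged knockdown. Between the empty vectors the MYC (0.00317, 0.673 with an estimated correlation), oxidative phosphorylation (0.00935, 0.934) and citric acid cycle (0.0234, 0.673) lists were higher in pLVX than in pLKO cells.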
